# Transcriptome analyses reveal reduced hepatic lipid synthesis and accumulation in more feed efficient beef cattle

**DOI:** 10.1038/s41598-018-25605-3

**Published:** 2018-05-08

**Authors:** Robert Mukiibi, Michael Vinsky, Kate A. Keogh, Carolyn Fitzsimmons, Paul Stothard, Sinéad M. Waters, Changxi Li

## Abstract

The genetic mechanisms controlling residual feed intake (RFI) in beef cattle are still largely unknown. Here we performed whole transcriptome analyses to identify differentially expressed (DE) genes and their functional roles in liver tissues between six extreme high and six extreme low RFI steers from three beef breed populations including Angus, Charolais, and Kinsella Composite (KC). On average, the next generation sequencing yielded 34 million single-end reads per sample, of which 87% were uniquely mapped to the bovine reference genome. At false discovery rate (FDR) < 0.05 and fold change (FC) > 2, 72, 41, and 175 DE genes were identified in Angus, Charolais, and KC, respectively. Most of the DE genes were breed-specific, while five genes including *TP53INP1*, *LURAP1L*, *SCD*, *LPIN1*, and *ENSBTAG00000047029* were common across the three breeds, with *TP53INP1*, *LURAP1L*, *SCD*, *and LPIN1* being downregulated in low RFI steers of all three breeds. The DE genes are mainly involved in lipid, amino acid and carbohydrate metabolism, energy production, molecular transport, small molecule biochemistry, cellular development, and cell death and survival. Furthermore, our differential gene expression results suggest reduced hepatic lipid synthesis and accumulation processes in more feed efficient beef cattle of all three studied breeds.

## Introduction

An animal’s ability to convert consumed feed into saleable meat is of central importance to the meat production industry because feeding related costs are the single largest variable expense in animal production^1–3^. As the global demand for meat products continues to increase due to population growth, and improved economic prosperity in the developed and developing world, provision of feed for meat animal production will become a potential burden on global resources including land, water, fertilizers, and labour^4–6^. In addition, environmental footprints including greenhouse gas emission associated with meat animal production have become a public concern^7^. Of meat production animals, beef cattle are the largest animals and a major contributor to environmental footprints^7^. Studies have shown that more feed efficient beef cattle not only consume less feed for the same amount of meat produced, but also have a reduced methane emission^8–10^. Therefore, decreasing production inputs through improving feed efficiency and reducing environmental footprints will be a vital step in improving the sustainability of the beef production industry.

Feed efficiency is a complex trait that can be measured using a variety of methods^5^. Residual feed intake (RFI) is one of the measurements of feed efficiency, and is defined as the difference between actual and expected feed or dry matter intake required for maintenance and growth^11^. RFI has become a more preferred measure of feed efficiency in beef cattle due to its phenotypic independence from production traits^5,12^ and moderate heritability^12,13^, which allow a reasonable response to genetic selection for more efficient animals without compromising their growth rate and mature weight.

It has been proposed that RFI is controlled by several physical, physiological and metabolic processes such as feed intake, digestion, body composition, tissue metabolism, activity and thermoregulation^14–16^. With the advancement of DNA markers and genotyping technologies, multiple candidate chromosomal regions or quantitative trait loci (QTL) that contribute to the variation of RFI in beef cattle have been identified through DNA marker based linkage and association studies^17–22^. However, the significant QTL regions and DNA variants vary largely across studies. To further identify genes associated with RFI, whole transcriptome profiling studies between beef cattle with divergent RFI phenotypes have also been performed for several tissues such as liver^23–28^, skeletal muscle^23,28,29^, adipose^28^, pituitary^28^, rumen^30^ and duodenum^28^. However, only a small proportion of the reported differentially expressed genes were shared across these studies. This discrepancy of DE genes identified across studies could be attributed to the differences in breed types, gender, tissue, and age of the animals used in the studies, as well as the differences in management and environmental conditions under which animals were raised and tested. These confounding factors hinder our understanding on genetic mechanisms that regulate RFI. Therefore, to better elucidate genetic influence on feed efficiency in beef cattle, we measured RFI on steers from three distinctive beef breeds including Angus, Charolais, and Kinsella Composite (KC) of similar age that were born, raised, and managed under the same environmental conditions, and then identified DE genes and molecular functions/processes associated with RFI within and across the breeds using whole transcriptome RNA-seq analyses of liver tissues of high and low RFI phenotype steers from each breed population.

## Results

### Difference of RFI and other performance traits between high and low-RFI groups

The averages and the t-test P-values for RFI and other performance traits are presented in Table 1. The animals used in this study had raw RFI values ranging from 1.55 to −1.096, 1.82 to −1.38, and 1.99 to −1.63 kg/day of dry matter intake for Angus, Charolais, and KC, respectively. The average RFI values of the low and high RFI steer groups were significantly different (P ≤ 1.69E-07) for all the three breed populations (Table 1). Of the RFI component traits, only DMI was significantly different between the two RFI groups for all the three populations, with low RFI or more feed efficient animals consuming significantly (P ≤ 0.01) less feed than their counterparts in the high RFI group for all the three breed populations. All the averages of growth and carcass traits as well as slaughter ages were not significantly different between the high and low RFI groups for all the studied breeds (P > 0.01).

**Table 1:** Differences of RFI and other performance traits between groups of high (n = 6) and low RFI steers (n = 6) of the three breeds, “*” indicates significant difference (P-value ≤ 0.01). RFI = residual feed intake, DMI _-_ = daily dry matter intake, ADG = average daily gain, MWT = metabolic body weight, FUREA = final ultrasound ribeye area at the end of feedlot test; FUFAT = final ultrasound backfat at the end of feedlot test; HCW = hot carcass weight; AFAT = carcass average backfat; REA = carcass ribeye area; LMY = lean meat yield; Marbling score (100–399 = trace marbling or less, 400–499 = slight marbling, 500–799 = small to moderate marbling, and 800–1199 = slightly abundant or more marbling).

	Angus			Charolais			Kinsella Composite (KC)		
Trait	L_RFI ± SE	H_RFI ± SE	P-value	L_RFI ± SE	H_RFI ± SE	P-value	L_RFI ± SE	H_RFI ± SE	P-value
RFI/kg/day	−0.84 ± 0.07	1.29 ± 0.10	9.24E-09*	−1.10 ± 0.0.08	1.15 ± 0.16	1.69E-07*	−1.29 ± 0.11	1.52 ± 0.12	1.18E-08*
DMI/kg/day	11.46 ± 0.51	13.31 ± 0.43	0.01*	10.11 ± 0.16	12.32 ± 0.16	2.21E-06*	9.21 ± 0.36	12.74 ± 0.36	3.95E-05*
ADG/kg/day	1.88 ± 0.11	1.74 ± 0.12	0.38	1.64 ± 0.04	1.67 ± 0.08	0.78	1.48 ± 0.10	1.63 ± 0.07	0.26
MWT/kg	115.58 ± 5.41	115.63 ± 2.75	0.99	120.73 ± 1.50	119.74 ± 1.79	0.68	99.7 ± 2.70	104.67 ± 2.77	0.23
FUREA/cm2	84.41 ± 1.56	80.34 ± 3.08	0.27	93.80 ± 2.27	91.99 ± 3.25	0.66	70.28 ± 2.90	74.22 ± 1.52	0.26
FUFAT/mm	9.23 ± 1.24	9.57 ± 0.68	0.73	7.08 ± 0.85	5.67 ± 0.63	0.21	8.67 ± 0.55	8.98 ± 0.45	0.67
HCW/kg	763.23 ± 44.26	753.47 ± 22.00	0.85	855.17 ± 23.18	843 ± 9.89	0.64	656.67 ± 21.52	697.33 ± 24.54	0.24
AFAT/mm	10.67 ± 1.09	12.17 ± 1.40	0.42	8.33 ± 1.11	6.67 ± 0.49	0.20	11.67 ± 1.18	10 ± 0.51	0.22
CREA/cm2	75.83 ± 2.34	74.33 ± 4.45	0.77	95.3 ± 4.44	94 ± 3.12	0.81	69.67 ± 2.54	76.33 ± 2.23	0.08
LMY/%	56.43 ± 1.18	55.2 ± 1.76	0.57	60.88 ± 1.09	61.94 ± 0.62	0.42	55.79 ± 0.87	57.81 ± 0.56	0.08
Marbling score	393.33 ± 23.47	438.33 ± 17.78	0.16	370 ± 36.79	398.33 ± 14.24	0.49	378.33 ± 20.56	378.33 ± 20.56	1.00
Slaughter age/day	488.9 ± 5.2	500.3 ± 4.4	0.12	517.3 ± 6.6	522.0 ± 5.0	0.58	445.2 ± 3.4	464.0 ± 7.1	0.04

L_RFI ± SE = trait mean values for the low RFI group ± standard error (SE); H_RFI ± SE = trait mean values for the high RFI group ± standard error (SE).

### Sequencing and alignment quality assessment

The Illumina sequencing yielded an average of 32,059,334 (SD = 2,575,908), 42,028,676 (SD = 8,852,805), and 30,259,896 (SD = 5,977,827) raw single-end sequence reads from the 12 cDNA libraries of Angus, Charolais, and KC samples, respectively. 

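Liver RNA was examined from 36 steers, 6 low-RFI and 6 high-RFI steers in each of Angus, Charolais and the crossbred KC population, with 1 library per steer. Low-RFI steers eat less feed than their growth and weight predict and are the feed efficient group. The authors aligned single-end reads of 101 bp to the bovine genome UMD3.1 with TopHat2 and counted uniquely aligned reads per annotated gene with HTSeq, so the values are whole-number counts per gene. The averages in the text are of raw reads, whereas the values here rest on the reads counted to genes. These ranged from 18707474 to 26093722 (median 25000576) in low-RFI and from 22826991 to 25154021 (median 23696624) in high-RFI Angus steers. The ranges were 18268781 to 40143398 (median 29569224) and 21915420 to 38792734 (median 34260928) in Charolais, and 15700809 to 26730009 (median 22701872) and 14694022 to 27001324 (median 24681870) in KC. In Charolais, 9 libraries (5 low-RFI and 4 high-RFI) were sequenced in the rapid run mode with 27373058 to 40143398 counts, and 3 (1 low-RFI and 2 high-RFI) in the high output mode with 18268781 to 23046165. Genes above 1 CPM in at least 6 of the 12 libraries of a breed were normalized by TMM and tested with edgeR's quasi-likelihood test, with sire as a fixed effect, and with sequencing mode too in Charolais. A gene was called at an adjusted p under 0.05 with a fold change above 2, and fold changes are of low-RFI against high-RFI steers. With sire in the model, the RFI effect comes from sires with sons in both groups, which were 2 of 6 sires in Angus (2 low-RFI and 4 high-RFI steers), 2 of 5 in Charolais (3 and 5) and 1 of 9 in KC (1 and 3). The KC effect therefore sets the low-RFI steer K103B against 3 high-RFI sons of the same sire, K059B, K091B and K165B. The counts of each pair of the 60 libraries of the series were also compared, including 24 without an RFI group in the sources used here. Libraries A773B, which has no RFI group, and A821B, a high-RFI Angus steer, had a median chi-square per gene of 0.470, against 0.455 from counting noise alone. Libraries A843B, a low-RFI Angus steer, and K059B, a high-RFI KC steer, had 0.996, whereas the other 1768 pairs lay at 1.75 or above with a median of 5.32. All 4 libraries were kept as labelled. Whether the labels of these 4 libraries are right stays open. K059B is 1 of the 4 libraries that set the KC effect, and A821B is 1 of the 4 high-RFI steers that inform the Angus effect.

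**Figure D1:**
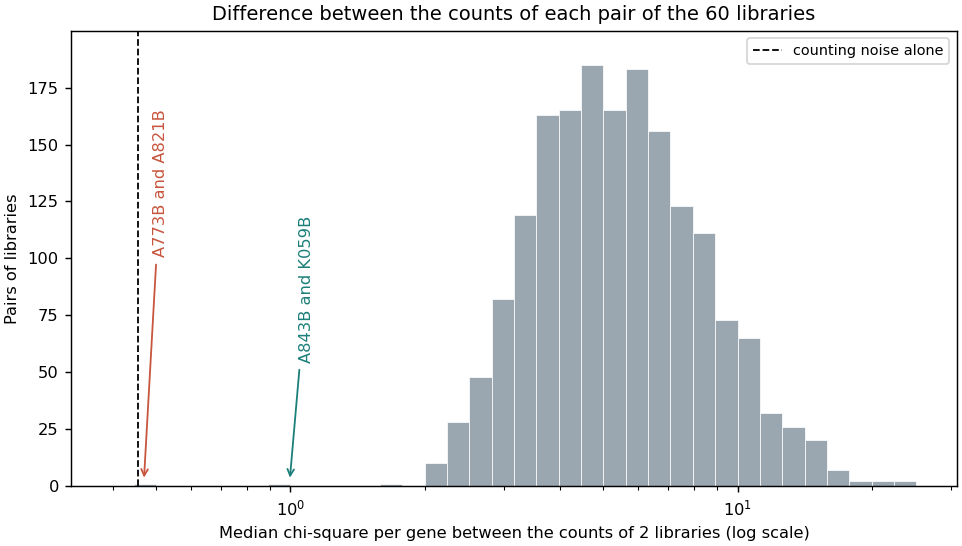
Number of pairs of libraries (vertical axis) against the median chi-square per gene between their counts (horizontal axis, log scale), over genes with at least 50 counts. The dashed line marks counting noise alone at 0.455, and the 2 named pairs lie at 0.470 and 0.996, to the left of all other pairs, which begin at 1.75.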

On average, the rapid run output sequencing mode produced more reads per sample (46,335,115 (SD = 5,355,272)) than the high output sequencing mode (30,931,809 (SD = 4,435,107)). The reads had an average length of 101 bp and an average Phred quality score of 36.2 ± 0.07. All reads were free of any sequencing adaptors and no read was flagged as having poor quality. On average 87% of the total sequences per sample were uniquely aligned and mapped to annotated genes in the bovine reference genome. 

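The most abundant transcripts took a similar share of each library, as the 10 genes with most counts held between 22.6% and 30.0% of the counts in the 36 libraries. Uniquely aligned reads in the count files made up 87.3% ± 1.51 (SD, n = 36) of the raw reads that the study lists, with a range from 82.8% to 90.4%. For A785B, a low-RFI Angus steer, the study lists the aligned reads and the share of A781B, and the count file gives 87.8% of its raw reads. The reads counted to annotated genes made up 74.0% ± 1.72 (SD, n = 36) of the raw reads, from 69.3% to 77.6%. In the deposited counts, 84.7% ± 1.20 (SD, n = 36) of the uniquely aligned reads were assigned to a gene. The number of alignments that were not unique was 18550529 in C515B, a low-RFI Charolais steer, and at most 6644562 in the other 5 libraries of that group.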

The number of raw sequence reads, sequencing quality assessment, and alignment summary results for each sample are provided in the Supplementary excel file S1.

### Differential gene expression analysis

After filtering out non-expressed genes, 11,823, 11,942 and 11,819 genes were found to have sufficient expression for further analyses (>1 CPM for at least half of the samples) in the liver tissues of Angus, Charolais, and KC, respectively. 

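The genes kept included abundant liver transcripts such as HP, the haemoglobin-binding acute phase protein haptoglobin, at 5902 ± 3306 CPM in low-RFI and 6831 ± 9351 CPM in high-RFI steers of KC (SD, n = 6 each). GATM, the first enzyme of creatine synthesis, was at 2979 ± 749 CPM in low-RFI and 2074 ± 463 CPM in high-RFI steers of Charolais (SD, n = 6 each). Near the limit of 1 CPM lay ENSBTAG00000037899, DLK1, an inhibitor of adipocyte differentiation, at 2.56 ± 1.90 CPM in low-RFI and 1.54 ± 1.07 CPM in high-RFI steers of KC (SD, n = 6 each). FGF21, a liver hormone of fasting metabolism, passed the limit in Charolais and KC but not in Angus. SERPINI2 and PRSS2, genes of the exocrine pancreas, passed in Angus and KC but not in Charolais. In all, 11822 genes passed in Angus, 11941 in Charolais and 11818 in KC.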

The majority (96.1%) of the expressed genes were common to all the three breeds as shown in Fig. 1a, hence showing a great similarity between the breeds in terms of genes expressed in the liver tissue. 

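Of 12109 genes that passed the expression limit in any breed, 11635 passed in all 3. Of the 474 others, 78 passed in Angus alone, 146 in Charolais alone and 48 in KC alone, while 67 were shared by Angus and Charolais, 42 by Angus and KC and 93 by Charolais and KC. Most of them lay near the limit, with a median of 1.14 CPM in the breed where they were highest. Among the 474, 33 genes were above 2 CPM and 11 above 5 CPM in some breed. This is a comparison with a fixed limit, and no test of expression between breeds was made.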

Of the expressed genes, 72 (46 downregulated and 26 upregulated in low-RFI steers), 41 (19 downregulated and 22 upregulated in low-RFI steers), and 175 (108 downregulated and 67 upregulated in low-RFI steers) DE genes were identified in Angus, Charolais, and KC, respectively at the significance threshold of FDR < 0.05 and FC > 2. 

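In Angus, ENSBTAG00000022590 rose in low-RFI steers, a major histocompatibility complex class I gene that the study names HLA-F after its human match. It was at 68.3 ± 15.7 CPM in low-RFI and 10.6 ± 1.46 CPM in high-RFI steers (SD, n = 6 each), a log2 fold change of 2.59 (SE 0.23, adjusted p = 0.0136 from edgeR's quasi-likelihood test). All 6 low-RFI steers lay above all 6 high-RFI steers (two-sided exact permutation test, p = 0.00216, the smallest that 6 against 6 allow). This gene was singled out among 11822 on the same steers. The permutation p is not adjusted for that choice and is not independent evidence. The next in Angus did not pass, among them MT1X, a zinc-binding metallothionein, at 520 ± 155 CPM in low-RFI and 176 ± 61.8 CPM in high-RFI steers (SD, n = 6 each) and a log2 fold change of 1.33 (SE 0.21, adjusted p = 0.447). In Charolais, CYP2C19, a drug-metabolizing cytochrome P450, had a log2 fold change of 3.15 (SE 0.58, adjusted p = 0.999), and in KC, COL27A1, a fibrillar collagen, had one of 1.94 (SE 0.19, adjusted p = 0.344), which were 1.37 and 0.05 without the sire term. The quasi-likelihood test called 1 gene in Angus, 0 in Charolais and 0 in KC, with 799, 249 and 800 genes at an unadjusted p under 0.05. The likelihood ratio test of edgeR, which the paper names, called 16 genes in Angus (6 lower and 10 higher), 4 in Charolais (3 and 1) and 82 in KC (39 and 43), DESeq2 called 16, 4 and 53, and limma's voom called 1, 0 and 0. Of the 72, 41 and 175 genes in the paper's tables, all had the same direction in this fit, and 48, 20 and 124 had an unadjusted p under 0.05, on the steers they were chosen on. In the fit without sire, 61, 38 and 166 kept that direction and 15, 19 and 42 had an unadjusted p under 0.05. With the dispersion taken from its trend with expression, and mean log2 CPM above 2, the likelihood ratio test called the paper's 72, 41 and 175 genes. That setting was chosen after the values were seen. ENSBTAG00000022590 belongs to a multigene family whose members can share reads, and it was not called without A789B, A821B, A825B, A891B or A899B. Without the sire term it had 2.69 and stayed called with any 1 Angus steer left out.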

A subset of the most significant differentially expressed genes (by FDR values) from each breed is shown in Table 2, whereas the full lists of all differentially expressed genes for each breed are provided in the Supplementary excel files S2, S3, and S4 for Angus, Charolais, and KC, respectively. When we compared DE genes across breeds, the majority of them (68.1% for Angus, 63.4% for Charolais, and 84.6% for KC) were breed specific, with only a few genes being shared between breeds (8 to 20 DE genes) or across the breeds (5) as shown in Fig. 1b. 

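CES1, a carboxylesterase that hydrolyses triglycerides, and HLA-F (ENSBTAG00000022590) were in the tables of 2 breeds with opposite directions. CES1 had a log2 fold change of -1.69 (SE 1.11) in Charolais and 2.42 (SE 0.61) in KC. The difference of -4.12 (SE 1.36) had an adjusted p of 0.0665 over 39 differences of genes picked from the paper's tables. Over all genes its adjusted p from edgeR was 0.999, and the difference was -0.92 without the sire term. For HLA-F the difference between Angus and KC was 4.13 (SE 1.41, adjusted p = 0.0665 over the same 39 and 0.793 over all genes, from edgeR), and 3.61 without the sire term. In one model of all 36 libraries, 0 of 11635 genes had an RFI effect that differed between breeds at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 701 had an unadjusted p under 0.05, and the likelihood ratio test called 1. The 174 genes in the table of KC that were measured in the other breeds had a median log2 fold change, counted positive in the KC direction, of 0.19 in Angus and 0.15 in Charolais, and of -0.17 and 0.34 without the sire term. Of those in the table of Angus, 33 of 69 in Charolais and 42 of 71 in KC had the Angus direction, and of those in the table of Charolais, 20 of 37 in Angus and 25 of 38 in KC. These counts include genes that the tables of several breeds share. Among the 11635 genes tested in all breeds, the paper's tables shared 8, 20 and 12 genes between pairs of breeds, where independent lists would share 0.219, 1.03 and 0.550. That expectation takes every gene as equally likely to be listed. A test that calls all of the paper's genes called genes of wide spread in each breed. Their median dispersion was 6.41, 6.82 and 3.81 times that of the trend with expression, against 0.502, 0.467 and 0.366 in random lists. Lists of such genes could share more without an RFI effect, so the excess decides nothing.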

The five common DE genes across all the three breeds included *TP53INP1*, *LURAP1L*, *SCD*, *LPIN1*, and *ENSBTAG00000047029* (paralogous to *RPS23*) (Fig. 2). Four of these genes (*TP53INP1*, *LURAP1L*, *SCD* and *LPIN1*) were downregulated in all low RFI steers across the three breeds, whereas *ENSBTAG00000047029* was upregulated in low RFI steers of Angus and Charolais, but downregulated in KC low RFI steers as illustrated in Fig. 2. 

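LPIN1, the phosphatidate phosphatase that forms diacylglycerol, SCD, the desaturase that makes monounsaturated fatty acids, TP53INP1, a p53-induced stress protein, and LURAP1L had lower fitted values in low-RFI steers of all 3 breeds, but none passed the quasi-likelihood test of edgeR. LPIN1 had log2 fold changes of -1.77 (SE 1.10, adjusted p = 0.712) in Angus, -1.12 (SE 1.07, adjusted p = 0.999) in Charolais and -4.49 (SE 1.59, adjusted p = 0.728) in KC. For SCD (ENSBTAG00000045728) these were -2.06 (SE 0.91, adjusted p = 0.705), -1.28 (SE 1.09, adjusted p = 0.999) and -1.81 (SE 0.91, adjusted p = 0.732), and the other SCD identifier, ENSBTAG00000047957, with which it may share reads, had -1.79, -1.11 and -1.73. TP53INP1 had -1.09 (SE 0.78), -1.37 (SE 0.51) and -1.45 (SE 0.74), and LURAP1L had -1.49 (SE 0.85), -1.73 (SE 0.27) and -2.31 (SE 0.71). Before any sire adjustment, LURAP1L in Charolais was at 3.98 ± 1.26 CPM in low-RFI and 9.76 ± 2.57 CPM in high-RFI steers (two-sided exact permutation p = 0.00433, n = 6 each), and SCD (ENSBTAG00000045728) in Angus was at 14.3 ± 14.2 CPM in low-RFI and 43.0 ± 23.9 CPM in high-RFI steers (exact permutation p = 0.0173, n = 6 each). The same SCD identifier overlapped in KC, at 5.98 to 22.5 CPM in low-RFI and 2.38 to 39.5 CPM in high-RFI steers. Of all genes in the paper's tables, 12 of 72 in Angus, 14 of 41 in Charolais and 24 of 175 in KC had an unadjusted p under 0.05 in this permutation test. ENSBTAG00000047029, a paralog of the ribosomal protein gene RPS23 that may share reads with it, had 2.53 (SE 0.63, adjusted p = 0.705) in Angus, 1.33 (SE 1.03, adjusted p = 0.999) in Charolais and -4.12 (SE 0.35, adjusted p = 0.344) in KC. Its values fell into 2 ranges, with 20 of the 60 libraries at 1.02 CPM or below and 40 at 6.31 CPM or above. The lower range held 1 of 6 low-RFI and 4 of 6 high-RFI steers in Angus, 2 and 1 in Charolais, and 4 and 0 in KC. With sire left out, LPIN1 and LURAP1L in Angus turned to 0.43 and 0.14, and ENSBTAG00000047029 in Charolais to -1.38. In KC that fit gave -1.62 for LPIN1, -0.16 for SCD (ENSBTAG00000045728) and -1.29 for ENSBTAG00000047029. As 1 effect over the 3 breeds, LURAP1L had a log2 fold change of -1.74 (SE 0.42, adjusted p = 0.995), and -0.76 without the sire term. The KC values rest on K103B, at 7.62 CPM for LPIN1 against 43.6 CPM or more in the 3 high-RFI sons of its sire, or 73.6 CPM or more without K059B.

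**Figure D2:**
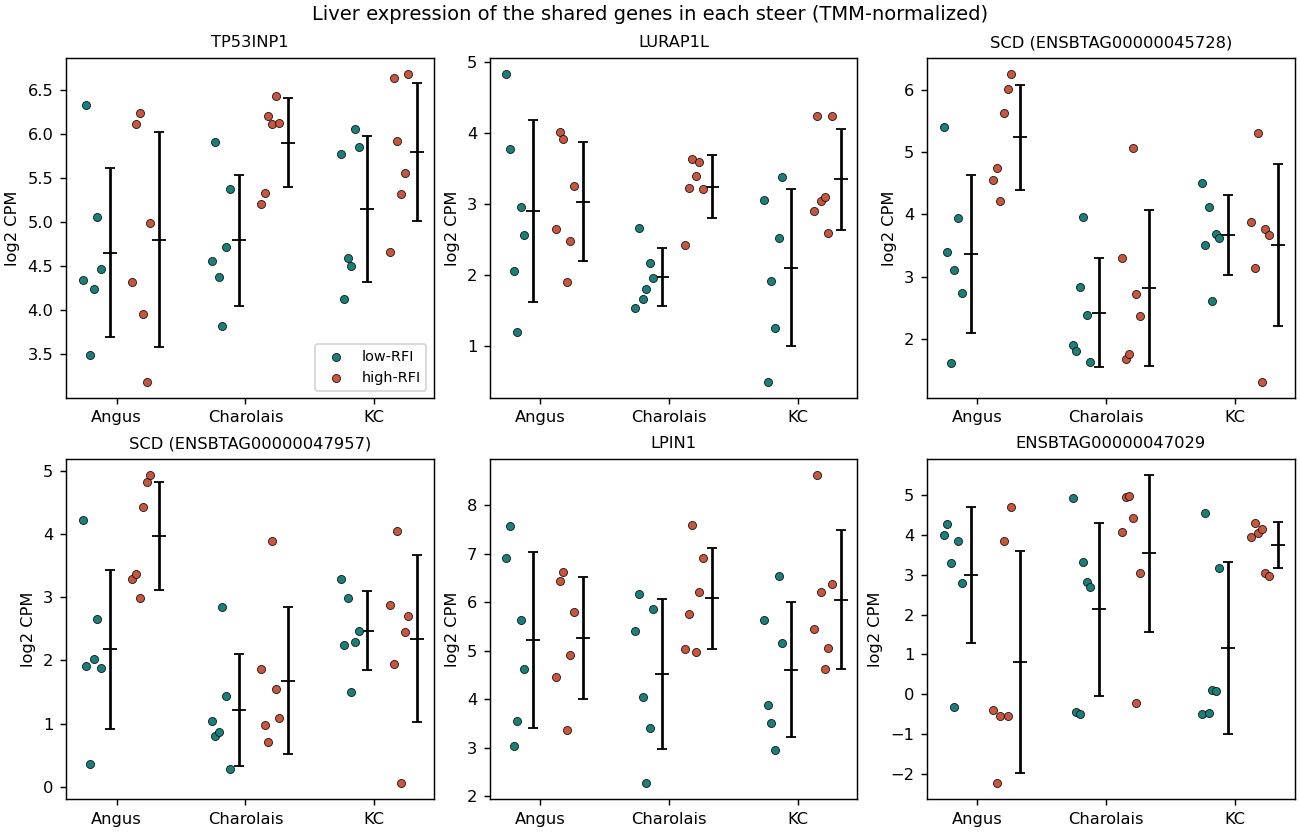
Expression as log2 CPM (vertical axis, TMM-normalized) of the shared genes in each steer of the 3 breeds (horizontal axis). Points are steers, 6 low-RFI and 6 high-RFI per breed, and bars are the mean and SD of each group. LURAP1L in Charolais has its low-RFI steers mostly under its high-RFI steers (3.98 against 9.76 CPM on average), and ENSBTAG00000047029 separates into 2 levels within groups.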

Between two breeds, Angus and KC shared the most unique DE genes (15), of which the majority (13) had the same expression direction in low RFI animals of the two breeds, and only two genes had a different expression direction in the efficient animals of the two breeds. 

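Among the 15 genes that the tables of Angus and KC share with each other and not with Charolais, 13 had the same direction and 2 opposite directions in the quasi-likelihood fit. CPT1B, a carnitine palmitoyltransferase that makes acylcarnitines from long-chain fatty acids, had higher fitted values in low-RFI steers of both breeds. Its log2 fold changes were 1.48 (SE 0.20, adjusted p = 0.186) in Angus and 1.48 (SE 0.24, adjusted p = 0.492) in KC. RXRG, a retinoid X receptor, had 1.42 (SE 0.45) and 1.31 (SE 0.47). Lower values were fitted for ALAS1, the first enzyme of heme synthesis, at -1.54 (SE 0.52) and -2.23 (SE 0.59), and for TSKU, a secreted liver protein, at -1.54 (SE 0.68) and -3.51 (SE 0.70). The opposite pair was HLA-F (ENSBTAG00000022590), at -1.54 (SE 1.03) in KC, and LOC690507, at -2.77 (SE 0.87) in Angus and 1.68 (SE 1.51) in KC. Of the 15 genes, 8 had an unadjusted p under 0.05 in both breeds, and the lists were chosen by the study on these steers. FKBP5, a glucocorticoid-induced chaperone among the 15, turned without the sire term from -1.53 to 0.91 in Angus and was -1.19 in KC, and TSKU was -0.29 and -1.72, ALAS1 -0.53 and -1.17, and LOC690507 in KC 0.33.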

Angus and Charolais shared the fewest (3) DE genes (Fig. 1b), of which *GNAZ* and *DLK1* were both downregulated in Angus, but upregulated in Charolais low RFI animals (Supplementary excel files S2 and S3).

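GNAZ, a G protein alpha subunit, had a log2 fold change of -1.18 (SE 0.44, adjusted p = 0.705) in Angus and 1.34 (SE 0.43, adjusted p = 0.999) in Charolais from edgeR's quasi-likelihood test. Its expression was 16.4 ± 8.79 CPM in low-RFI and 7.88 ± 3.87 CPM in high-RFI steers of Charolais (two-sided exact permutation p = 0.0498, n = 6 each). DLK1 had -1.37 (SE 0.52, adjusted p = 0.705) and 1.34 (SE 0.81, adjusted p = 0.999), with 17.4 ± 19.7 CPM in low-RFI and 4.17 ± 2.25 CPM in high-RFI steers of Charolais (exact permutation p = 0.0390, n = 6 each). SERPINA3 (ENSBTAG00000048094), an acute phase protease inhibitor and the remaining gene in both tables, had -4.23 (SE 1.13) and -1.23 (SE 1.32). The difference of the RFI effect between Angus and Charolais was -2.51 for GNAZ (SE 0.71, adjusted p = 0.0500 over 39 tests, above 0.05 before rounding, from edgeR). For DLK1 it was -2.70 (SE 1.16, adjusted p = 0.129 over the same 39). The genes of the 39 tests were picked from the paper's tables for these steers. Over all genes the adjusted p-values from edgeR were 0.589 for GNAZ and 0.599 for DLK1. GNAZ and DLK1 kept these opposite directions without the sire term, with GNAZ at -0.55 in Angus, while SERPINA3 in Angus turned to 0.14.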

**Figure 1:**
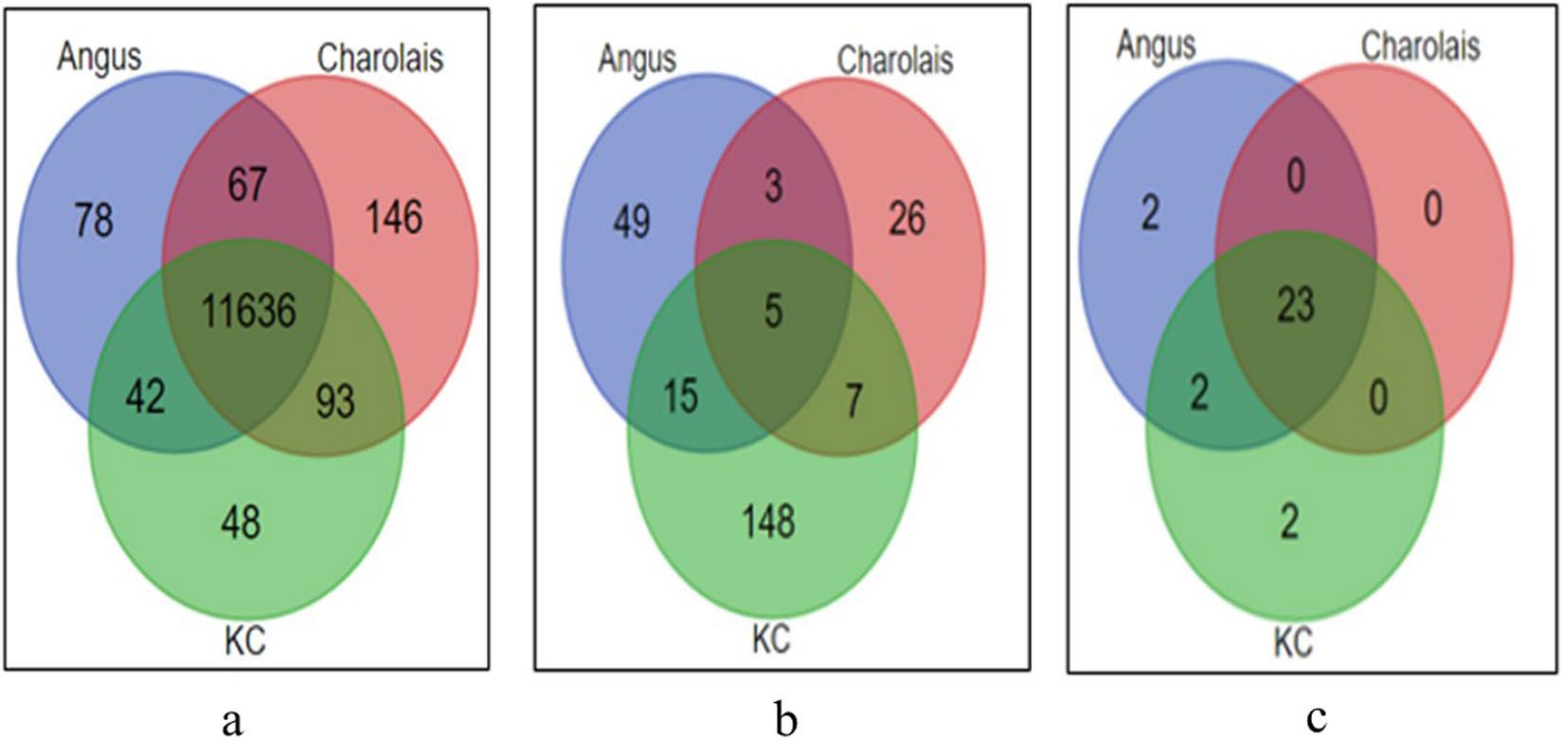
Venn diagrams showing: (**a**) overlap of expressed genes (>1CPM in ≥6 samples) in the three studied breed populations; (**b**) overlap of differentially expressed genes (DE genes) in the three studied breed populations; (**c**) overlap of biological functions enriched by DE genes identified in the three studied breed populations.

**Table 2:** Twenty-nine of the most significant (by FDR value) differentially expressed genes in Angus, Charolais, and KC.

Angus			Charolais			Kinsella Composite (KC)		
Gene	logFC	FDR	Gene	logFC	FDR	Gene	logFC	FDR
*RPL12*	3.05	6.72E-20	*PRAP1*	−2.93	9.4E-22	*SERPINI2*	5.52	1.92E-47
*Sectm1b*	2.67	1.33E-19	*CYP2C19*	3.146	1.9E-21	*FKBP5*	−4.66	2.2E-25
*CDHR5*	−3.17	9.81E-19	*SLC13A2*	1.987	2.6E-08	*LPIN1*	−4.49	4.9E-23
*PRSS2*	−4.73	4.79E-18	*REC8*	−1.416	1.9E-05	*CYP2B6*	−3.49	9.67E-15
*HLA-DQA1*	2.99	2.55E-17	*CES1*	−1.694	3.3E-05	*CES1*	2.42	3.04E-14
*APOA4*	2.36	8.67E-14	*GPX3*	1.412	2.6E-04	*PRAP1*	−4.00	1.83E-12
*HLA-DQA2*	−2.83	3.55E-13	*LURAP1L*	−1.726	2.6E-04	*NAV2*	2.29	8.5E-11
*ECEL1*	−2.50	5.51E-11	*AK4*	1.225	2.6E-04	*AK4*	2.26	3.38E-10
*DOPEY2*	2.39	3.29E-10	*LAMB3*	−1.462	2.6E-04	*AKR1B10*	−3.98	4.73E-10
*LOC690507*	−2.77	5.79E-10	*TP53INP1*	−1.367	5.6E-04	*COL27A1*	1.94	1.17E-08
*SLC22A2*	−3.59	1.06E-09	*SLC7A5*	−1.71	07E-04	*SLC16A6*	−2.46	3.59E-08
*GIMAP4*	1.93	3.46E-09	*TMEM176B*	1.195	1.35E-03	*STS*	−2.41	4.52E-08
*SCD*	−2.07	1.40E-08	*HLA-DQB1*	−2.194	2.6E-03	*ALAS1*	−2.23	9.65E-08
*HLA-B*	−1.97	3.55E-07	*TNC*	1.233	2.71E-03	*GLCE*	−2.19	1.3E-07
*HOPX*	1.71	4.97E-07	*CXCL2*	1.474	3.37E-03	*GNMT*	−2.23	4.85E-07
*UGT2B7*	1.64	1.14E-06	*NR0B2*	−1.18	4.12E-03	*SDS*	−2.14	7.61E-07
*HLA-B*	−1.79	1.44E-06	*THEM4*	−1.239	9.12E-03	*ARG1*	−1.99	3.05E-06
*CCDC80*	−1.95	1.47E-06	*PDK4*	−1.33	0.0184	*ABHD2*	1.67	4.49E-06
*CABYR*	1.66	3.91E-06	*GPNMB*	1.155	0.0192	*NMNAT2*	−3.02	5.49E-06
*UGT2B17*	−1.78	4.86E-06	*LPIN1*	−1.118	0.0192	*PER1*	−2.03	7.37E-06
*LPIN1*	−1.77	5.94E-06	*SERPINA3*	−1.225	0.0192	*GLS2*	−1.95	7.65E-06
*SLCO4A1*	−1.87	5.94E-06	*TBATA*	1.02	0.0195	*WFDC2*	−2.02	8.16E-06
*ASCL1*	−1.71	6.26E-06	*RND1*	1.021	0.02	*MKNK1*	−1.90	1.13E-05
*IFI6*	−1.79	9.22E-06	*INMT*	1.104	0.0291	*OAT*	−2.01	1.51E-05
*RXRG*	1.42	1.06E-04	*ANXA2*	1.065	0.0309	*MFSD2A*	−2.05	1.64E-05
*FKBP5*	−1.53	2.14E-04	*SCD*	−1.275	0.0356	*MYCL*	2.03	1.88E-05
*ALAS1*	−1.54	2.47E-04	*SLC4A4*	−1.063	0.0389	*ERBB2*	1.51	4.23E-05
*TSKU*	−1.54	9.20E-04	*KLHL13*	−1.184	0.0429	*HLA-B*	−1.75	4.36E-05
*LURAP1L*	−1.49	1.26E-03	*SPNS2*	1.028	0.0466	*ASB9*	−2.80	4.80E-05

FDR = False discovery rate; logFC = log _2_(Fold-change in low RFI steers in comparison with high RFI steers).

**Figure 2:**
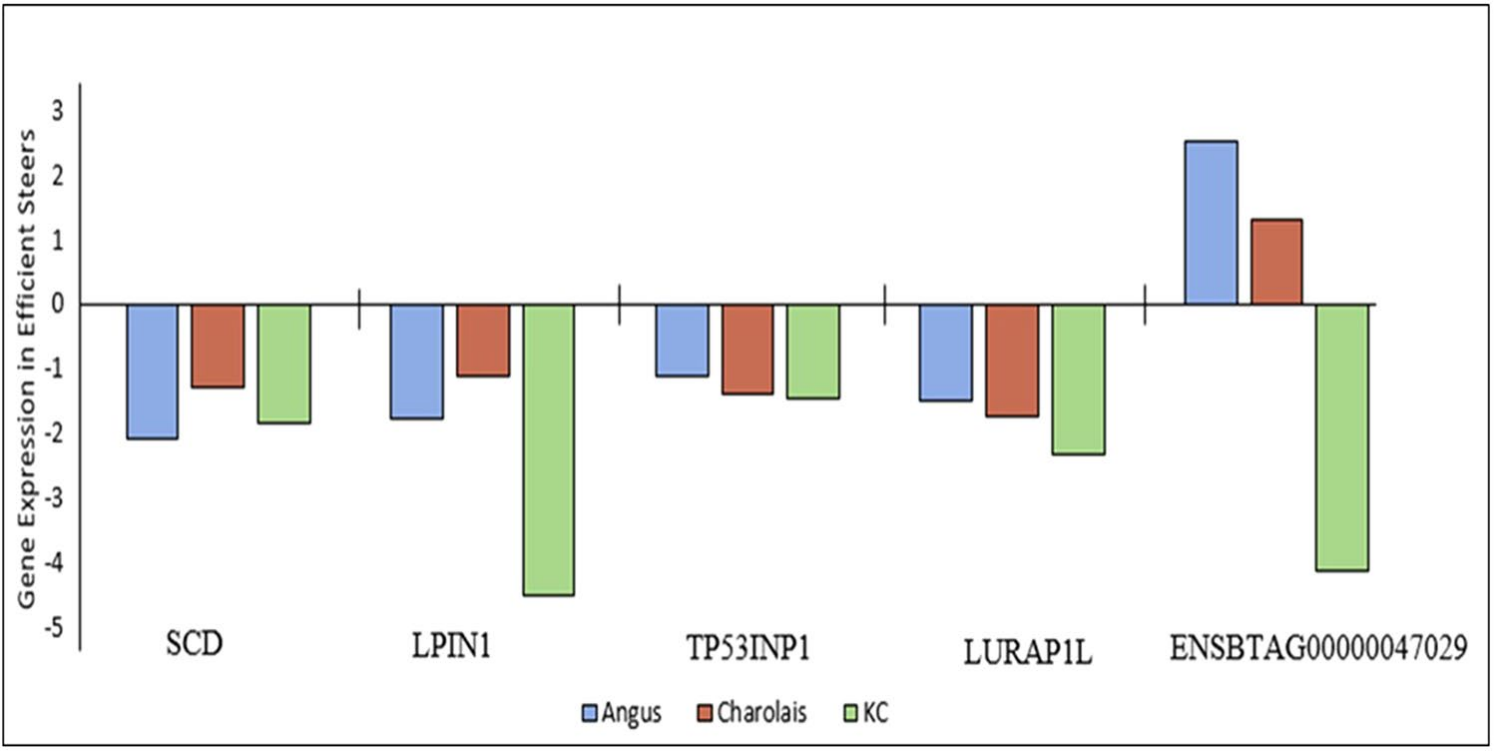
Expression profile (log_2_ (Fold-change)) in low-RFI steers of the five differentially expressed (DE) genes common across all three breeds.

### IPA Functional Enrichment Analysis

From the DE genes identified, 70, 37 and 169 were successfully mapped to the IPA knowledge base database for Angus, Charolais, and KC respectively. Subsequently, 27 significantly enriched biological functions (P-value < 0.05) were detected for Angus and KC, and 23 functions for Charolais. All significant biological functions and their enrichment P-values for each breed are provided in the Supplementary file S5. The majority (n = 23 or 85.2%) of the identified biological functions were common across the three studied breeds (Fig. 1c). The most significantly enriched biological functions included lipid metabolism, amino acid metabolism, carbohydrate metabolism, energy production, molecular transport, small molecule biochemistry, cellular development, and cell death and survival. Table 3 shows the DE genes involved in the top five most significantly enriched biological functions for each of the studied breeds. A full list of all biological functions identified is provided together with the list of DE genes for each breed in the Supplementary excel files S2, S3, and S4.

**Table 3:** Top five most significantly enriched biological functions within each breed and the DE genes involved within each specific function.

	Biological Function	No. of genes	Genes involved in the biological function
(**Angus**)1	Lipid metabolism	21	*ELOVL5*, *GATM*, *HP*, *LPIN1*, *ADIPOR2*, *CSF2RB*, *SLC22A2*, *CCDC80*, *ZBTB16*, *ACSS2*, *EDNRA*, *CPT1B*, *RXRG*, *APOA4*, *UGT2B17*, *SCD*, *FKBP5*, *G0S2*, *MARCO*, *PLA2G2D*, *DLK1*
2	Molecular transport	20	*ADIPOR2*, *APOA4*, *CCDC80*, *CPT1B*, *CSF2RB*, *DLK1*, *EDNRA*, *ELOVL5*, *G0S2*, *GATM*, *HP*, *LPIN1*, *MARCO*, *PLA2G2D*, *RXRG*, *SCD*, *SLC22A2*, *TP53INP1*, *UGT2B17*, *ZBTB16*
3	Small molecular biochemistry	23	*ACSS2*, *ADIPOR2*, *APOA4*, *CCDC80*, *CPT1B*, *CSF2RB*, *DLK1*, *EDNRA*, *ELOVL5*, *FKBP5*, *G0S2*, *GATM*, *HP*, *LPIN1*, *LURAP1L*, *MARCO*, *PLA2G2D*, *RXRG*, *SCD*, *SLC22A2*, *TP53INP1*, *UGT2B17*, *ZBTB16*
4	Carbohydrate metabolism	13	*SCD*, *CCDC80*, *UGT2B17*, *LPIN1*, *CSF2RB*, *PLA2G2D*, *GNAZ*, *TP53INP1*, *EDNRA*, *GATM*, *ADIPOR2*, *ELOVL5*, *APOA4*
5	Energy production	6	*SCD*, *CCDC80*, *LPIN1*, *G0S2*, *ADIPOR2*, *CPT1B*
(**Charolais**)1	Lipid metabolism	14	*ABCC4*, *AKR1C1/AKR1C2*, *ANXA2*, *CES1*, *CYP2C19*, *DLK1*, *LPIN1*, *NR0B2*, *PDK4*, *SCD*, *SLC4A4*, *SPNS2*, *THEM4*, *TNC*
2	Molecular transport	17	*ABCC4*, *AKR1C1/AKR1C2*, *ANXA2*, *CES1*, *CXCL2*, *DLK1*, *LPIN1*, *NR0B2*, *PDK4*, *SCD*, *SIRPA*, *SLC13A2*, *SLC4A4*, *SLC7A5*, *SPNS2*, *TNC*, *TP53INP1*
3	Small molecule biochemistry	21	*ABCC4*, *AK4*, *AKR1C1/AKR1C2*, *ANXA2*, *CES1*, *CYP2C19*, *DLK1*, *GPX3*, *LPIN1*, *LURAP1L*, *MIOX*, *NR0B2*, *PDK4*, *SCD*, *SLC13A2*, *SLC4A4*, *SLC7A5*, *SPNS2*, *THEM4*, *TNC*, *TP53INP1*
4	Energy production	6	*AKR1C1/AKR1C2*, *CYP2C19*, *LPIN1*, *NR0B2*, *PDK4*, *SCD*
5	Cellular development	15	*ANXA2*, *CXCL2*, *DLK1*, *GNAZ*, *GPNMB*, *LAMB3*, *LPIN1*, *NR0B2*, *PDK4*, *RND1*, *SCD*, *SIRPA*, *SLC7A5*, *TNC*, *TP53INP1*
(**KC**)1	Amino acid metabolism	22	*AASS*, *ACMSD*, *ARG1*, *ASL*, *ERBB2*, *GCH1*, *GCLC*, *GHR*, *GLS2*, *GNMT*, *GOT1*, *HAL*, *IGF1*, *IGFBP2*, *OAT*, *RXRG*, *SDS*, *SLC16A10*, *SLC22A7*, *SLC25A15*, *SLC7A2*, *TAT*
2	Small molecule biochemistry	64	*AASS*, *ABCG8*, *ACACA*, *ACMSD*, *ADA*, *AK4*, *AKR1B10*, *APOA1*, *ARG1*, *ASL*, *ASPG*, *ATP2A2*, *BAG3*, *CDKN1A*, *CES1*, *CPT1B*, *CXCL10*, *CYCS*, *CYP1A1*, *CYP2B6*, *DUSP1*, *EDNRA*, *ELOVL2*, *ERBB2*, *ERBB3*, *FGF21*,*GATA4*, *GCH1*, *GCLC*, *GHR*, *GLS2*, *GNMT*, *GOT1*, *HAL*, *HMGCR*, *IGF1*, *IGFBP2*, *INSIG1*, *LPIN1*, *MFSD2A*, *MKNK1*, *NMNAT2*, *NPC1*, *NR0B2*, *OAS1*, *OAT*, *OGDH*, *P2RY2*, *PER1*, *PNP*, *PPARGC1A*, *RBP5*, *RHOJ*, *RXRG*, *SCD*, *SDS*, *SLC16A10*, *SLC22A7*, *SLC25A15*, *SLC7A2*, *SQLE*, *STS*, *TAT*, *ZBTB16*
3	Cell death and survival	64	*ACACA*, *ADA*, *APMAP*, *APOA1*, *ARG1*, *ATP2A2*, *BAG3*, *BTG2*, *CCND1*, *CDKN1A*, *CES1*, *CXCL2*, *CXCL10*, *CYCS*, *CYP2B6*, *DDIT4*, *DUSP1*, *EDNRA*, *ERBB2*, *ERBB3*, *FGF21*, *FKBP5*, *GADD45B*, *GATA4*, *GCH1*, *GCLC*, *GHR*, *GLS2*, *GNL3*, *GNMT*, *HEYL*, *HLA-B*, *HLA-F*, *HMGCR*, *IGF1*, *IGFBP2*, *INSIG1*, *IRAK3*, *ITGA7*, *KYAT1*, *LRIG1*, *MANF*, *MKNK1*, *MOB3B*, *NMNAT2*, *NPC1*, *NR0B2*, *OAS1*, *OGDH*, *PER1*, *PIGR*, *PNP*, *PPARGC1A*, *PRAP1*, *RHOJ*, *RRS1*, *SCD*, *SERPINA3*, *TOP1*, *TP53INP1*, *TRIB2*, *UHRF1*, *USP2*, *ZBTB16*
4	Lipid metabolism	43	*ABCG8*, *ACACA*, *ADA*, *AKR1B10*, *APOA1*, *ASPG*, *ATP2A2*, *BAG3*, *CDKN1A*, *CES1*, *CPT1B*, *CXCL10*, *CYCS*, *CYP1A1*, *CYP2B6*, *DUSP1*, *EDNRA*, *ELOVL2*, *ERBB2*, *FGF21*, *GATA4*, *GHR*, *GNMT*, *GOT1*, *HMGCR*, *IGF1*, *IGFBP2*, *INSIG1*, *LPIN1*, *MFSD2A*, *MKNK1*, *NPC1*, *NR0B2*, *OGDH*, *P2RY2*, *PER1*, *PPARGC1A*, *RBP5*, *RXRG*, *SCD*, *SQLE*, *STS*, *ZBTB16*
5	Molecular transport	45	*ABCG8*, *ACACA*, *ADA*, *APOA1*, *ARG1*, *ATP2A2*, *BAG3*, *CDKN1A*, *CES1*, *CPT1B*, *CXCL10*, *CXCL2*, *CYP1A1*, *DUSP1*, *EDNRA*, *ELOVL2*, *ERBB2*, *ERBB3*, *FGF21*, *GATA4*, *GHR*, *GNMT*, *HMGCR*, *HOOK1*, *IGF1*, *INSIG1*, *LPIN1*, *MFSD2A*, *NPC1*, *NR0B2*, *P2RY2*, *PER1*, *PIGR*, *PNP*, *PPARGC1A*, *RHOJ*, *RXRG*, *SCD*, *SLC16A10*, *SLC16A6*, *SLC22A7*, *SLC25A15*, *SLC38A7*, *SLC7A2*, *ZBTB16*

Of the five shared DE genes identified in this study across the three breeds, *LPIN1* and *SCD* were involved in lipid metabolism, small molecule biochemistry, carbohydrate metabolism and energy production. *LURAP1L* was involved in small molecule biochemistry, and *TP531NP1* was involved in carbohydrate metabolism and molecular transport. Within the lipid metabolism function, further analyses of regulatory gene networks revealed several enriched fat or lipid related metabolic processes as presented in Figs 3, 4 and 5 for Angus, Charolais, and KC, respectively. Lipid synthesis was predicted to be downregulated in the liver tissues of more feed efficient animals (low-RFI steers) across all the three breeds (Figs 3, 4 and 5). 

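A list of 31 genes of fatty acid and triglyceride synthesis was written before the counts were examined but after the paper's tables were read. Through those tables 5 of them, with 6 identifiers, could be named: ACACA, ACSS2, ELOVL5, LPIN1 and SCD. In each breed 5 of the 6 identifiers had lower and 1 had higher fitted values in low-RFI steers. SCD stands under 2 of these identifiers, which may share reads, so the counts are of identifiers and not of separate genes. ACACA, which makes malonyl-CoA, had log2 fold changes of -1.14 (SE 0.43, adjusted p = 0.728) in KC, -0.23 in Angus and 0.31 in Charolais. ACSS2, which makes acetyl-CoA from acetate, had -1.08 (SE 0.66, adjusted p = 0.707) in Angus, -0.43 in Charolais and -0.82 in KC. ELOVL5, a fatty acid elongase, was the one with the higher value in Angus at 1.26 (SE 0.50, adjusted p = 0.705) and in KC at 0.17. None was called over all genes by edgeR's quasi-likelihood or likelihood ratio test in any breed, nor by the former when adjusted over the list alone, and 2, 0 and 3 had an unadjusted p under 0.05 in Angus, Charolais and KC. The study chose these genes on the same steers, so the count is not independent evidence. In the fit without sire, 4 identifiers were lower and 2 higher in each breed. In Angus 2 identifiers were then called when adjusted over the list alone, but 0 without A843B. ACSS2 in KC turned to 0.10 and ACACA in KC was -0.31 in that fit. With sire, 0 in Angus had an unadjusted p under 0.05 without A821B, and 2 in KC were called over the list alone without K059B. Ingenuity Pathway Analysis, with which the study predicted the activity of these processes, was not run here.

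**Figure D3:**
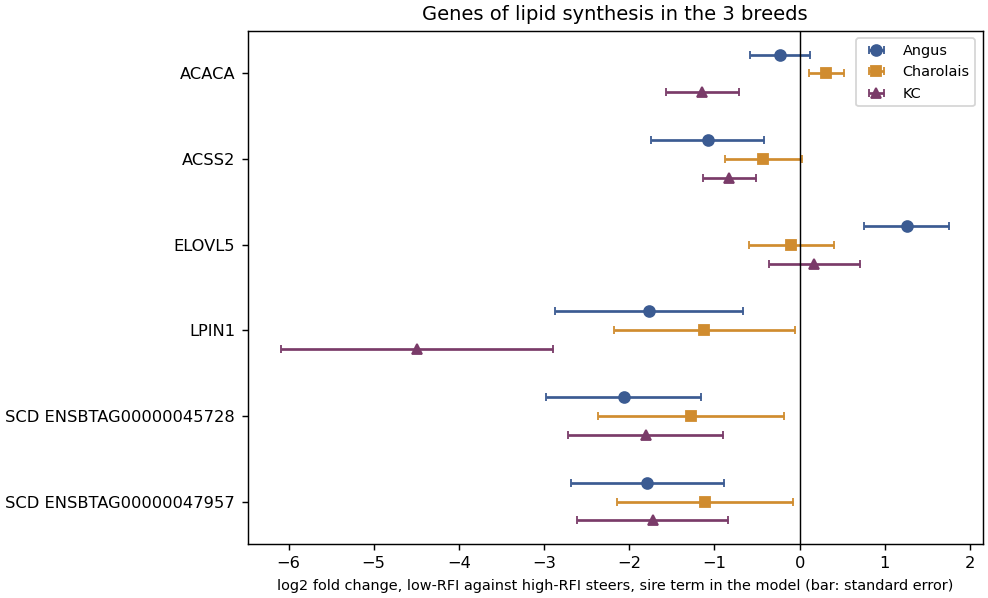
Log2 fold change of low-RFI against high-RFI steers (horizontal axis, sire in the model) for the 6 identifiers of lipid synthesis (vertical axis). Symbols are the breeds and bars the standard errors. Most symbols lie left of 0, with LPIN1 in KC the lowest at -4.49, and ELOVL5 in Angus lies right of 0 at 1.26.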

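INSIG1, which holds back the sterol-regulated transcription factors in the endoplasmic reticulum, HMGCR, the rate-limiting enzyme of cholesterol synthesis, SQLE, squalene epoxidase, and NPC1, which moves cholesterol out of lysosomes, had lower fitted values in low-RFI KC steers. Their log2 fold changes were -1.69 (SE 0.55, adjusted p = 0.728), -1.27 (SE 0.33, adjusted p = 0.728), -1.42 (SE 0.50, adjusted p = 0.728) and -1.44 (SE 0.42, adjusted p = 0.728) from edgeR's quasi-likelihood test. They are the 4 members with a name of 26 listed genes of cholesterol synthesis and uptake. In KC, 0 were called over all genes by the quasi-likelihood or the likelihood ratio test and 4 when adjusted over the list alone, all with an unadjusted p under 0.05, and the study chose them on these steers. In Angus 2 were lower and 2 higher, and in Charolais 3 and 1. In Angus, CSF2RB, the shared receptor chain of several blood cell growth factors, had -1.32 (SE 0.30, adjusted p = 0.705). All 4 cholesterol genes stayed lower in KC without the sire term, with a median log2 fold change of -0.37 in place of -1.43, 0 with an unadjusted p under 0.05 and 0 called over the list alone. CSF2RB in Angus was then -0.35. With the sire term, K103B is the only low-RFI steer behind the KC effect. The calls over the list alone therefore measure no spread among low-RFI steers. K103B had 45.0 CPM of SQLE, against 79.5 to 180 CPM in the 3 high-RFI sons of its sire. The other 5 low-RFI steers had 89.1 to 212 CPM. For NPC1 these values were 20.8, 36.2 to 70.4, and 25.8 to 54.2 CPM. For all 4 genes the range of the other 5 low-RFI steers overlapped that of the 3 sons.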

Lipid accumulation was also predicted to be downregulated in Angus and KC feed efficient steers. Additionally, downregulation of accumulation of triglycerides was predicted in Charolais and KC low-RFI steers. These results indicate that more feed efficient beef cattle have reduced hepatic lipid synthesis and accumulation. However, oxidation of fatty acids was relatively upregulated in KC and Angus while downregulated in Charolais efficient steers.

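NR0B2, the small heterodimer partner that represses bile acid and lipid genes, had lower fitted values in low-RFI steers of Charolais, at a log2 fold change of -1.18 (SE 0.69, adjusted p = 0.999), and of KC, at -1.37 (SE 0.35, adjusted p = 0.728), from edgeR's quasi-likelihood test. It was at 12.0 ± 3.73 CPM in low-RFI and 24.6 ± 21.0 CPM in high-RFI steers of Charolais and 10.8 ± 2.58 CPM in low-RFI and 22.3 ± 11.5 CPM in high-RFI steers of KC (SD, n = 6 each). PPARGC1A, a coactivator of mitochondrial and glucose-producing genes, had -0.87 (SE 0.28) in Charolais and -1.22 (SE 0.83) in KC. GHR, the growth hormone receptor, had 1.05 (SE 0.19, adjusted p = 0.545) in KC. The only named member of the listed genes of lipid droplets and lipolysis was G0S2, an inhibitor of triglyceride lipase, with -0.15 in Charolais, 0.44 in KC and 1.05 (SE 0.73) in Angus. None of these genes passed the test. With sire left out, G0S2 in Charolais turned to 0.27, and in KC NR0B2 was -1.04, PPARGC1A -0.43 and GHR 0.19.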

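Of the gene identifiers the paper's tables assign to lipid metabolism, 15 of 23 had lower fitted values in low-RFI steers in Angus, 8 of 14 in Charolais and 30 of 44 in KC. In Angus these included PLA2G2D, a secreted phospholipase, at a log2 fold change of -1.20 (SE 0.64), and in KC PER1, a clock gene, at -2.03 (SE 0.48, adjusted p = 0.720). In KC as well, CYP2B6, a cytochrome P450, had -3.49 (SE 1.54). By edgeR's quasi-likelihood test 0 were called in each breed, with 14, 6 and 29 at an unadjusted p under 0.05 and 8, 1 and 24 called when adjusted over the list alone, on the steers they were chosen on. The list-alone calls were 4 in Angus without A821B and 35 in KC without K059B. The likelihood ratio test called 1 lower and 1 higher in Angus, 0 and 1 in Charolais, and 9 and 6 in KC. Without the sire term, 7 of 23 were lower in Angus, 7 of 14 in Charolais and 30 of 44 in KC, and 0, 0 and 1 were called when adjusted over the list alone, or 1 in Angus without A843B and 0 in KC without K059B. Some markers of other cell types also had lower fitted values in Angus, and none passed the test. COL1A1 and CCDC80, genes of stellate cells and fibroblasts, had -1.33 (SE 0.41) and -1.95 (SE 0.56). MARCO and CLEC4F, genes of Kupffer cells, had -1.16 (SE 0.68) and -1.11 (SE 0.88). PRSS2, a gene of the exocrine pancreas, was lower as well. In the fit without sire PLA2G2D and MARCO turned to 0.09 and 0.49, COL1A1, CCDC80 and CLEC4F were -0.36, -0.14 and -0.23, and PER1 in KC was -0.67. From the log2 fold changes of the genes the paper called, its pathway software predicts lower lipid synthesis in all 3 breeds. It also predicts lower lipid accumulation in Angus and KC and lower triglyceride accumulation in Charolais and KC. From these predictions the paper proposes that feed efficient cattle have less hepatic lipid synthesis and accumulation.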

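Of 32 listed genes of fatty acid oxidation and ketogenesis, CPT1B, PPARGC1A, PDK4, FGF21 and ADIPOR2 could be named. CPT1A, another form of the enzyme CPT1B, was listed but could not be named. Of the named genes 4 passed the expression limit in Angus and 5 in Charolais and KC. CPT1B was at 6.32 ± 2.57 CPM in low-RFI and 3.46 ± 0.583 CPM in high-RFI steers of Angus (two-sided exact permutation p = 0.0108, n = 6 each), and at 9.63 ± 2.68 CPM in low-RFI and 7.49 ± 3.74 CPM in high-RFI steers of KC (exact permutation p = 0.173, n = 6 each). ADIPOR2, a receptor of the fat cell hormone adiponectin, had a log2 fold change of 1.22 (SE 0.44, adjusted p = 0.705) in Angus, 0.49 in KC and -0.52 in Charolais. PDK4, which restrains the use of pyruvate, had -1.33 (SE 0.51, adjusted p = 0.999) in Charolais. In the quasi-likelihood fit 3 of 4 were higher in Angus, 3 of 5 in KC and 1 of 5 in Charolais. It called 0 over all genes in each breed, with 2, 1 and 2 at an unadjusted p under 0.05 in Angus, KC and Charolais, and 2, 1 and 0 adjusted over the list alone, while edgeR's likelihood ratio test called CPT1B in Angus and KC. The study chose these genes on the same steers. Adjusted over the list alone, 1 was called in Angus without A821B. CPT1B without the sire term had 0.87 in Angus and 0.36 in KC, and 0 of the list were called in these breeds when adjusted over it alone, or 1 in Angus without A843B.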

**Figure 3:**
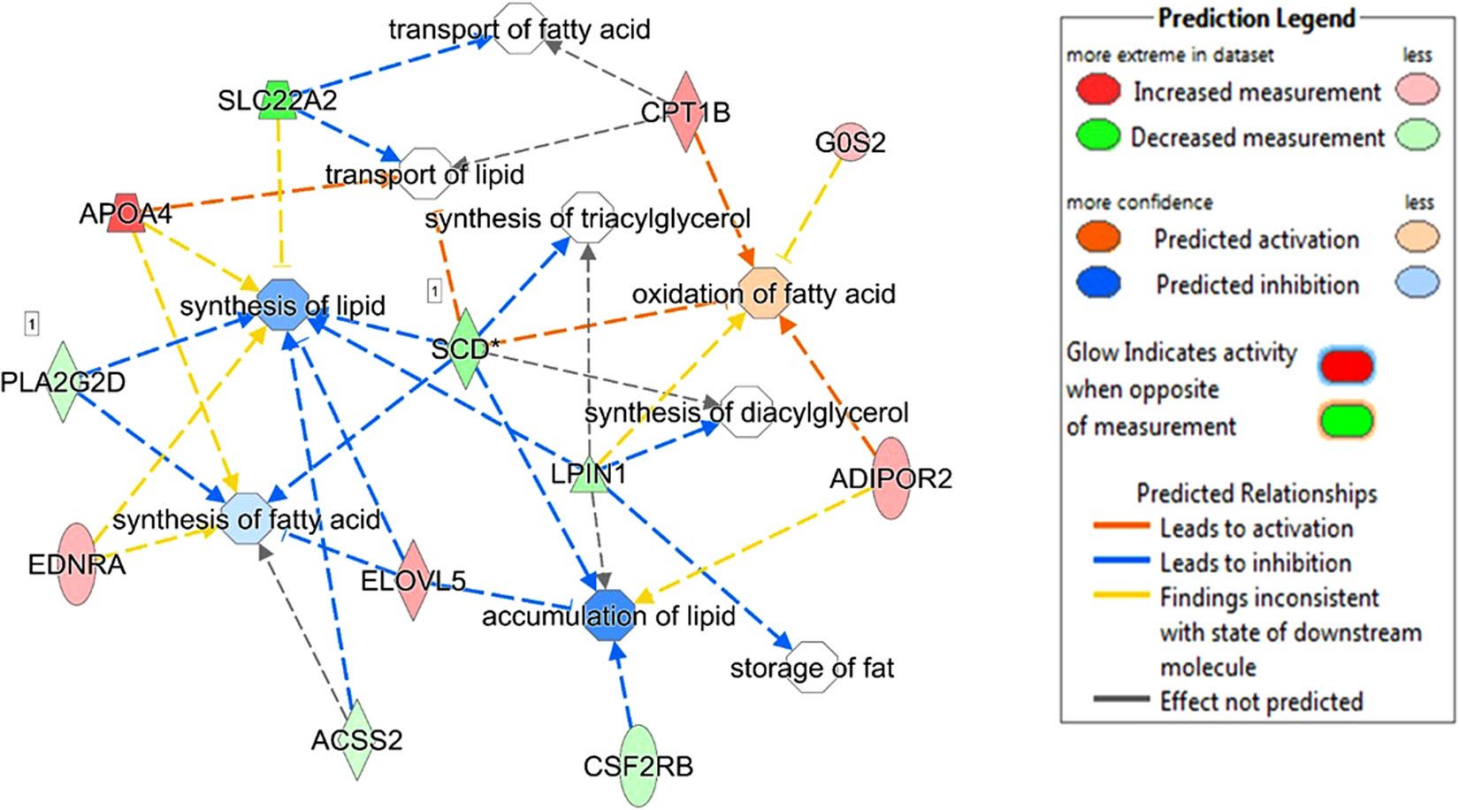
Metabolic process regulatory gene network showing differentially expressed (DE) genes involved in the different lipid metabolic processes and their predicted activation or deactivation levels in Angus low-RFI steers.

**Figure 4:**
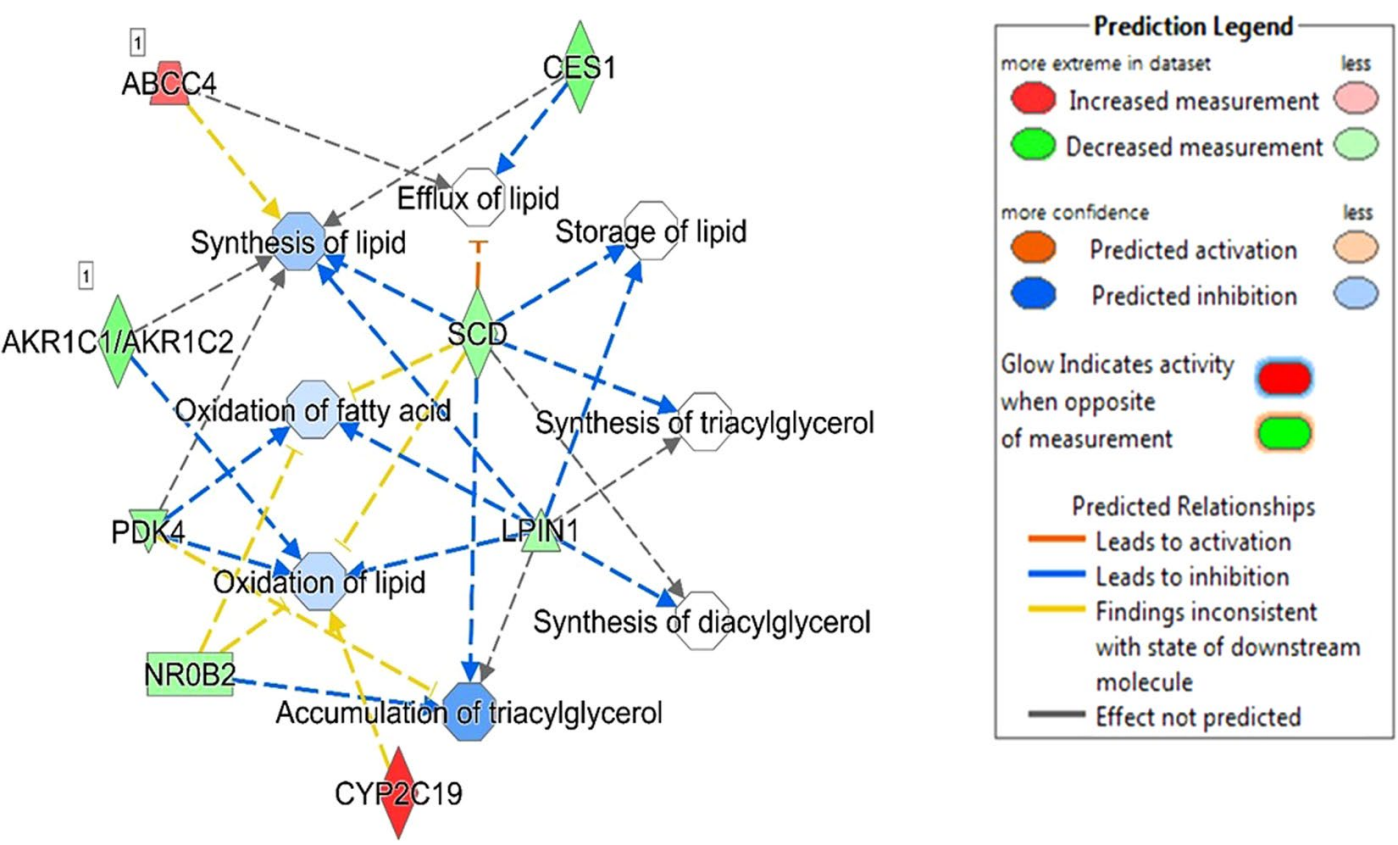
Metabolic process regulatory gene network showing differentially expressed (DE) genes involved in the different lipid metabolic processes and their predicted activation or deactivation levels in Charolais low-RFI steers.

**Figure 5:**
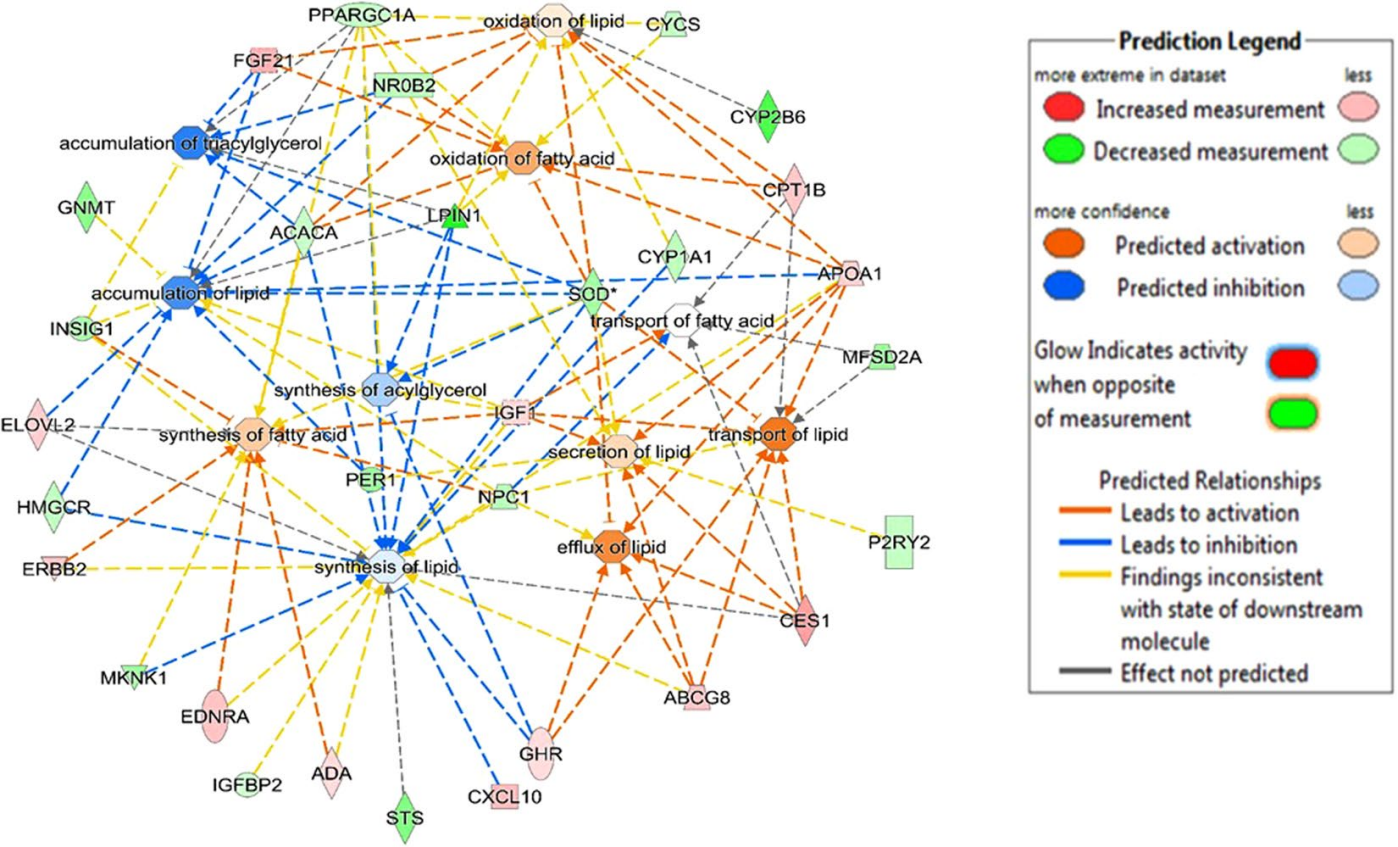
Metabolic process regulatory gene network showing differentially expressed (DE) genes involved in the different lipid metabolic processes and their predicted activation or deactivation levels in KC low-RFI steers.

## Discussion

The liver is a relatively small organ (1–2% of body mass) although metabolically it is a very active and important organ sharing 18–26% of the total body oxygen for its metabolic activities^31^. The liver is a central physiological and metabolic organ of ruminant animals. It is responsible for modulation and distribution of nutrients to peripheral tissues and organs for maintenance and production purposes such as muscle deposition in beef cattle or milk production in dairy cattle^32^. The liver is also involved in important metabolic and physiological functions relating to glucose, lipid, protein, mineral and vitamin metabolism as well as immune function, steroid hormone catabolism and detoxification of ammonia and endotoxins^33,34^. Therefore, transcriptome differences in the liver tissues between efficient and inefficient animals offer a great potential to shed some light on genes and biological functions that are involved in determining RFI in beef cattle. In the current study we employed RNA-seq to explore whole transcriptome expression differences between individuals with divergent RFI phenotypes in three beef cattle breed populations. Angus and Charolais are two distinct beef breeds with Angus being a British breed characterized by its moderate frame and early age fattening, whereas Charolais is a continental European breed with a broader frame, and later maturity and fattening^35^. KC is a composite herd composed of animals bred through crossing of multiple breeds as reported by Nkrumah *et al*.^13^. Breed composition analyses showed that the 12 KC steers used in this study had an average of 22.3% Angus and 6.7% Charolais influence along with multiple other beef breeds, indicating that KC is genetically distinct from the two pure breeds included in this study.

Our results showed that the majority of the identified DE genes related to RFI were breed or breed population specific although 96.1% of expressed genes in liver were common across the three breeds. This could be an indication that causal genes and causals mutations contributing to RFI variation in beef cattle are likely breed specific. This concurs with a low level of overlapped QTL regions of RFI across multiple breeds as reported by Saatchi and colleagues in multi-breed QTL analysis study^20^, as well as concurs with a greater discrepancy of QTL regions reported in different studies^17–19,22^. Furthermore, with respect to previous liver tissue whole transcriptomic studies in beef cattle, only 31 of the 253 DE genes identified in the current study have been previously reported in the liver tissue of beef cattle with divergent RFI phenotypes^24,27,29^, as listed in the Supplementary excel files S2, S3, and S4. It is interesting to note that of the five genes differentially expressed across all three cattle populations in our study, two genes including *Stearoyl Co-A desaturase (SCD)* and *Lipin 1* (*LPIN1*) code for key enzymes involved in lipid metabolism. Tumor protein p53 inducible protein 1 (*TP53INP1*) gene codes for a stress inducible protein (SIP) that is involved in regulation of cell death (apoptosis) and cell cycle arrest influenced by cell stressors^36^. *Leucine rich adaptor protein 1 like* (*LURAP1L*) codes for an adaptor protein reported to be involved in regulation of cell motility and migration^37^, while *ENSBTAG00000047029* codes for an uncharacterized protein and its sequence is paralogous to ribosomal protein S23 (*RPS23*) that encodes a protein that is a component of the 40 S subunit of the ribosomes (protein synthesis organelles)^38^, suggesting that these genes play key roles in altering RFI across the studied beef breeds.

Although the DE genes we identified were mainly breed specific, the enriched biological functions were greatly similar across the breeds, indicating that genes influencing RFI in beef cattle are involved in the same biological functions underlying the trait across different breeds even though the specific genes underlying RFI are different between breeds. Some of the major biological functions identified in our study included lipid metabolism, molecular transport, small molecule biochemistry, energy production, amino acid metabolism, carbohydrate metabolism, cell development, and cell death and survival. Our results showed that lipid metabolism was the most significantly enriched biological function in Angus and Charolais, and the fourth most enriched function in KC, indicating the significant biological importance of lipid metabolism in regulating RFI in beef animals. Lipid metabolism has also been previously identified as an important biological function in relation to beef cattle RFI in other hepatic transcriptome studies^24,26,28^.

Regarding lipid metabolism, our results showed that lipid synthesis (including triacylglycerol synthesis) was predicted to be downregulated in the liver tissues of low-RFI animals from all the three beef breeds (Figs 3, 4 and 5). Similarly, downregulation of genes involved in lipogenesis and steroidogenesis in both liver and fat tissue of low-RFI Yorkshire pigs has been reported by Lkhagvadorj and colleagues^39^. In a liver transcriptomic study of Nellore steers, downregulation of *fatty acid synthase* (*FASN*) was reported in steers with low residual intake and body weight gain (low-RIG)^26^, implying possible reduced fatty acid synthesis in the liver tissue of those animals. In a more recent study in Angus cattle, predicted downregulation of lipid synthesis was reported in the adipose tissue of low-RFI steers^28^. These observations suggest that feed efficient animals (not only cattle) direct consumed energy/nutrients away from lipid synthesis and probably towards protein or lean muscle synthesis. Notably, *SCD* and *LIPN1* genes identified as differentially expressed across all the three studied cattle breeds are involved in lipid synthesis. *SCD* codes for Stearoyl Co-A desaturase enzyme, a rate limiting enzyme in the biosynthesis of monounsaturated fatty acids, predominantly oleic and palmitoleic acid^40^. The synthesized fatty acids are then used as substrates for biosynthesis of other lipids such as phospholipids, triglycerides and cholesterol esters. Therefore, differential expression of this gene between feed efficient and inefficient animals may contribute to the genetic linkage/correlations between feed efficiency and carcass fatty acid composition that have been reported in beef cattle^41,42^. Differential expression of the *SCD* gene between RFI divergent beef animals has been reported in pituitary, muscle, adipose and duodenum tissues where it was also downregulated in low-RFI Angus steers^28^. *LIPN1* encodes for *Lipin-1* a phosphatidate phosphatase (PAP) enzyme, and a member of the Lipin protein family, which are mainly involved in triacylglycerol (TAG) synthesis in the glycerol phosphate pathway where they dephosphorylate phosphatidic acid to diacylglycerol^43^. Diacylglycerol is then converted to triacylglycerol by diacylglycerol transferase (*DGAT*). Triacylglycerol is a major and vital form of energy storage in adipose tissues and source of fatty acids for oxidation in both cardiac and skeletal muscles^43^. We acknowledge the fact that in ruminants such as cattle, lipogenesis or lipid synthesis predominantly occurs in the adipose tissue and a limited capacity of lipogenesis occurs in the liver^44^. This limited lipogenesis in the liver does however generate new fatty acids that are either esterified into triglycerides for storage in adipose tissue, oxidized in the liver or exported to other parts of the body as lipoproteins where they are used as a source of energy and structurally as membrane building components. Additionally, downregulation of accumulation and storage of lipids (such as triglycerides) was predicted in the low-RFI animals in all three studied breed populations. This could be another metabolic advantage that feed efficient animals have over inefficient animals. It is worth mentioning that species with limited hepatic lipogenesis like cattle also have limited potential to secrete triglycerides from the liver cells as compared to those species that use the liver as the major tissue for lipogenesis^45^. Therefore, increased hepatic lipid synthesis and accumulation as predicted in the high-RFI animals could consequently lead to increased fat accumulation in the hepatic cells of inefficient animals. Increased accumulation of fat in the liver cells may lead to the development of fatty liver^34^. Fatty liver then impairs the liver tissue’s optimal functionality of gluconeogenesis, β-oxidation, endotoxin and metabolic waste detoxification, exposing the animals to a number of metabolic stressors^34^. Interestingly, our results showed predicted upregulation of lipid secretion, transport and efflux from the hepatic cells of KC low-RFI steers which could be another mechanism of minimizing fat accumulation in those cells. In this regard, reduced liver fat synthesis and accumulation might be an adaptive metabolic or physiological advantage for feed efficient animals to maintain an optimal functioning liver tissue as compared to the inefficient animals. 

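APOA1, the main protein of high-density lipoprotein, had a log2 fold change of 1.30 (SE 0.18, adjusted p = 0.384) in KC from edgeR's quasi-likelihood test, at 8.22 ± 0.48 log2 CPM in low-RFI and 7.71 ± 0.34 log2 CPM in high-RFI steers (two-sided exact permutation p = 0.0693, n = 6 each). ABCG8, which exports sterols into bile, had 1.60 (SE 1.02, adjusted p = 0.739), and APOA4, an apolipoprotein of lipid-rich particles, had 0.56 (SE 0.62, adjusted p = 0.816). These were the 3 named members of 21 listed genes of lipid secretion, transport and efflux, and all 3 had higher fitted values in low-RFI KC steers. The quasi-likelihood test called 0 over all genes, with 1 at an unadjusted p under 0.05 and 1, APOA1, called when adjusted over the list alone, and the likelihood ratio test called APOA1 over all genes. The study chose APOA1 and ABCG8 on these steers. All 3 were higher in Angus as well, with APOA4 at 2.36 (SE 0.63), and lower in Charolais. In the fit without sire all 3 stayed higher in KC with 0 called over the list alone, APOA1 at 0.54 and ABCG8 at 0.23, while 2 were higher in Angus and 1 in Charolais. K103B had 442 CPM of APOA1 against 160 to 201 CPM in the 3 high-RFI sons of its sire and 201 to 428 CPM in the other 5 low-RFI steers.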

Although we did not perform histological evaluation of the liver tissues of the animals studied in the current study, an independent study on Nellore steers by Alexandre *et al*.^26^ through histopathological evaluation observed different liver tissue health status between the less feed efficient or high-RIG animals as compared to high efficient animals or low-RIG. In that study, they reported increased periportal liver lesions in the less feed efficient compared to high feed efficient animals, which they hypothesized was because of increased hepatic lipid biosynthesis and elevated bacterial infection in the less feed efficient animals^26^, hence revealing that hepatic tissue health could influence observed differences in feed efficiency in beef cattle.

Although phenotype records of the fat related traits (FUFAT, AFAT and marbling score) in our study did not show significant difference between the high and low RFI steer groups (Table 1), low fat accumulation or deposition in more feed efficient beef animals in different body parts has been reported by a number of studies. For example, Trejo^46^ and Nascimento *et al*.^47^ reported significantly lower internal fat content in more feed efficient beef cattle carcasses as compared to inefficient animals. Richardson and colleagues also reported lower carcass and internal fat in low-RFI Angus steers than high-RFI steers^48^. In our previous studies, it was observed that more feed efficient beef cattle tended to have less backfat and slightly less marbling^12,13^. In a more recent transcriptomic study, higher specific gravity of carcasses from feed efficient Angus steers was observed in comparison to the inefficient steers, indicating lower fat and higher lean content in the carcasses of more feed efficient animals^28^. In the same study, transcriptome analysis results predicted reduced fat synthesis and accumulation in the adipose tissue of the animals with low-RFI or more feed efficient animals^28^. Therefore, our results and the previous reports showing fat synthesis and accumulation differences between feed efficient and inefficient animals could be a result of metabolic prioritization of nutrients, especially energy. The efficient animals probably spend less energy on lipid synthesis and accumulation/deposition, which metabolically require more energy than lean tissue or protein deposition^49,50^, thus indicating that energy required to deposit fat may play a major role in determining feed efficiency in growing steers.

The liver modulates body nitrogen through several amino acid and other nitrogen compound metabolic processes, such as protein synthesis^51,52^, protein and amino acid catabolism and ureagenesis^31,32^. Indeed, our data demonstrates that amino acid metabolism was the most significantly enriched biological function in the crossbred animals with 22 DE genes involved (shown in Table 3), though only three DE genes (*SLC7A5*, *ANXA2* and *ABCC4*) and two DE genes (*GATM* and *EDNRA*) were identified as involved in amino acid metabolism in Charolais and Angus, respectively. 

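GATM and EDNRA, the endothelin A receptor, had higher fitted values in low-RFI Angus steers, with log2 fold changes of 1.16 (SE 0.32, adjusted p = 0.705) and 1.09 (SE 0.32, adjusted p = 0.705) from edgeR's quasi-likelihood test. In Charolais, SLC7A5, a transporter of large neutral amino acids, had -1.71 (SE 0.73, adjusted p = 0.999), ANXA2, a membrane-binding annexin, had 1.07 (SE 0.42, adjusted p = 0.999), and ABCC4, an efflux transporter, had 2.22 (SE 0.90, adjusted p = 0.999). ABCC4 was at 7.92 ± 2.25 CPM in low-RFI and 2.31 ± 2.40 CPM in high-RFI steers (two-sided exact permutation p = 0.00649, n = 6 each). In KC, 16 of the 22 genes of this function had lower and 6 higher fitted values. Of the 22, 0 were called over all genes by the quasi-likelihood test, 19 had an unadjusted p under 0.05, 19 were called when adjusted over the list alone (21 without K059B), and the likelihood ratio test called 7 lower and 2 higher. The study chose these genes on the same steers, so the count is not independent evidence. In KC without the sire term, 9 had an unadjusted p under 0.05 and 0 were called over the list alone. GATM and EDNRA in Angus had 0.11 and 0.00 without the sire term.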

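Transporters of amino acids in KC included SLC25A15, the mitochondrial ornithine carrier of the urea cycle, with a log2 fold change of -1.62 (SE 0.29, adjusted p = 0.517), and SLC7A2, a transporter of cationic amino acids, with -1.81 (SE 0.58, adjusted p = 0.728). SLC16A10, which carries aromatic amino acids, had -1.41 (SE 0.52, adjusted p = 0.728), and SLC22A7, an organic anion transporter, had 1.36 (SE 0.41, adjusted p = 0.728) from edgeR's quasi-likelihood test. IGF1, the growth factor that the liver releases under growth hormone, had 1.15 (SE 0.51, adjusted p = 0.732). Of the 6 named genes of amino acid transport, out of 13 listed, 4 had lower and 2 higher fitted values in low-RFI KC steers. Over all genes 0 were called by the quasi-likelihood test and 1 lower by the likelihood ratio test, with 5 at an unadjusted p under 0.05 and 5 called when adjusted over the list alone (4 without K059B), on steers that 5 of them were chosen on. With sire left out, 4 were lower, 3 of them at an unadjusted p under 0.05 and 0 called over the list alone, SLC22A7 had 0.32 and IGF1 0.02.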

The genes identified in KC are involved in several amino acid metabolic processes such as catabolism of amino acids (*AASS*, *ARG1*, *ASL*, *GOT1*, *HAL*, *SDS* and *TAT*), amino acid transport (*ARG1*, *IGF1*, *SLC16A10*, *SLC22A7*, *SLC25A15* and *SLC7A2*) and the urea cycle (*ARG1* and *ASL*). Even though we could not obtain activation/deactivation prediction scores for the identified processes from IPA because of low DE gene numbers, the majority of the DE genes identified in these processes were downregulated in low-RFI steers. For example, of the seven genes involved in amino acid catabolism, six (*ARG1*, *ASL*, *GOT1*, *HAL*, *SDS* and *TAT*) were downregulated in low-RFI animals, and this suggests reduced protein and amino acid breakdown in the feed efficient animals. 

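A list of 39 genes of amino acid catabolism was written before the counts were examined but after the paper's tables were read. All 13 of them that could be named had lower fitted values in low-RFI KC steers. They included TAT, which degrades tyrosine, with a log2 fold change of -1.68 (SE 0.37, adjusted p = 0.683), GOT1, an aspartate aminotransferase, with -1.55 (SE 0.20, adjusted p = 0.355), and SDS, which degrades serine, with -2.14 (SE 0.60, adjusted p = 0.728). HAL and AMDHD1 of histidine breakdown had -1.14 (SE 0.32) and -1.69 (SE 0.22), and AASS of lysine breakdown had -1.38 (SE 0.45). Over all genes edgeR's quasi-likelihood test called 0 of the 13 and the likelihood ratio test 8, all 13 had an unadjusted p under 0.05, and 13 were called when adjusted over the list alone. All 13 are in the paper's table for KC, so the count is not independent evidence of their direction. In Angus 7 were lower and 6 higher, and in Charolais 11 and 2, with 0 called by either test and 1 and 0 at an unadjusted p under 0.05. In the fit without sire these were 2 lower and 11 higher in Angus, and 11 and 2 in Charolais with 4 lower at an unadjusted p under 0.05. TAT was at 438 CPM in K103B, against 1004 to 1834 CPM in the 3 high-RFI sons of its sire (1356 CPM or more without K059B) and 552 to 1017 CPM in the other 5 low-RFI steers, and the values of GOT1 were 116, 309 to 373, and 150 to 212 CPM. SERPINI2, a gene of the exocrine pancreas, was at 48.9 CPM in K103B against 0.0775 to 3.00 CPM in those 3 steers, or at most 0.148 CPM without K059B. PRSS2, the other named gene of the exocrine pancreas, differed far less, at 13.3 CPM in K103B against 8.72 to 10.3 CPM in those 3 steers. All 13 stayed lower in KC without the sire term, with a median log2 fold change of -0.62 in place of -1.69, 5 at an unadjusted p under 0.05 and 0 called over the list alone.

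**Figure D4:**
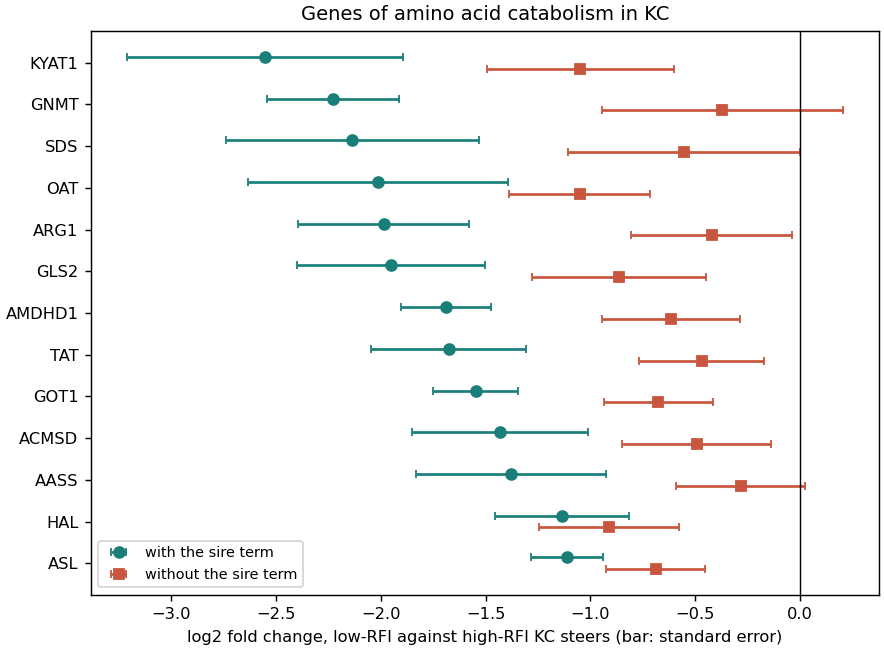
Log2 fold change of low-RFI against high-RFI KC steers (horizontal axis) for the 13 named genes of amino acid catabolism (vertical axis), with and without the sire term. Bars are standard errors. All values lie left of 0, and the medians are -1.69 with and -0.62 without the sire term.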

*Argininosuccinate lyase* (*ASL*) and *arginase* (*ARG1*) are key enzymes in ureagenesis, where *Argininosuccinate lyase* catalyzes conversion of argininosuccinate to arginine, and arginase catalyzes conversion of arginine to urea and ornithine^53^. Hence, downregulation of these genes could be an indication of reduced amino acid catabolism and/or reduced synthesis of urea in the liver. 

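ASL, which splits argininosuccinate, had a log2 fold change of -1.11 (SE 0.17, adjusted p = 0.455) and ARG1, which releases urea from arginine, one of -1.99 (SE 0.41, adjusted p = 0.631) in KC from edgeR's quasi-likelihood test. Expression of ASL was 8.09 ± 0.25 log2 CPM in low-RFI and 8.70 ± 0.63 log2 CPM in high-RFI steers (two-sided exact permutation p = 0.0519, n = 6 each), and that of ARG1 was 8.74 ± 0.76 log2 CPM in low-RFI and 9.12 ± 0.88 log2 CPM in high-RFI steers (exact permutation p = 0.422, n = 6 each). K103B had 191 CPM of ARG1 against 510 to 988 CPM in the 3 high-RFI sons of its sire (at most 767 CPM without K059B), while the other 5 low-RFI steers had 266 to 675 CPM. For ASL these values were 247, 519 to 552, and 243 to 371 CPM. Of 8 listed genes of the urea cycle, ARG1, ASL and SLC25A15 could be named. All 3 were lower in KC and called when adjusted over the list alone, 0 were called over all genes by the quasi-likelihood test with 3 at an unadjusted p under 0.05, and 3 by the likelihood ratio test. The study chose the 3 genes on these steers. In Angus 1 of the 3 was lower and in Charolais 2, with 0 at an unadjusted p under 0.05, and in the fit without sire 0 and 3 were lower, with 0 and 2 at an unadjusted p under 0.05. ARG1 had -0.42 and ASL -0.69 in KC without the sire term, where 2 of the 3 had an unadjusted p under 0.05 (1 without K059B) and 0 were called over the list alone.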

Lower levels of blood urea concentration have been reported in low-RFI steers as compared to high-RFI beef cattle by Richardson *et al*.^54^ and Fitzsimons *et al*.^10^, suggesting that amino acid metabolism also plays a considerable role in regulating RFI of beef cattle.

Carbohydrate metabolism was another interesting enriched biological function in our study with 13 DE genes involved in Angus (genes shown in Table 3), 10 in Charolais, and 31 in the crossbred KC population (genes of both populations shown in Supplementary files S3 and S4). Association between RFI variation and carbohydrate metabolism has been previously reported in a liver whole transcriptome study between efficient and inefficient Angus steers^24^. More interestingly, some of the DE genes we identified are involved in gluconeogenesis, and these included *ADIPORA*, *GATM* and *SCD* for Angus, *NROB2* and *SCD* for Charolais, and *DUSP1*, *FGF21*, *GNMT*, *NROB2*, *PPARGC1A*, *SCD*, *SDS* and *TAT* for KC. 

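GNMT, which methylates glycine and is named among the genes of gluconeogenesis, had a log2 fold change of -2.23 (SE 0.32, adjusted p = 0.384) in KC, and DUSP1, a phosphatase of stress kinases, had -1.34 (SE 0.55, adjusted p = 0.732) from edgeR's quasi-likelihood test. FGF21 had 2.02 (SE 1.49, adjusted p = 0.749) in KC, at 7.96 ± 7.06 CPM in low-RFI and 3.60 ± 4.15 CPM in high-RFI steers (SD, n = 6 each). Of the 10 named genes of gluconeogenesis and propionate use, out of 26 listed, 8 had lower and 2 higher fitted values in low-RFI KC steers, 7 and 3 did so in Charolais, and 5 and 4 of 9 in Angus. The quasi-likelihood test called 0 in each breed, with 2, 1 and 5 at an unadjusted p under 0.05 in Angus, Charolais and KC and 1, 0 and 5 called when adjusted over the list alone, while the likelihood ratio test called 3 in KC. Adjusted over the list alone, 0 were called in Angus without A821B, and 0 in each breed without the sire term. Most of them were chosen by the study on these steers. In the wider group that the paper's tables assign to carbohydrate metabolism, 8 of 13 had lower values in Angus, 5 of 12 in Charolais and 20 of 32 in KC, and 6, 4 and 19 without the sire term. In that fit GNMT was -0.37 and DUSP1 -0.40 in KC, and all 9 gluconeogenesis genes were higher in low-RFI Angus steers (8 without A821B).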

Carbohydrates are a very important nutrient to an animal as they provide more than half of the total energy needed by an animal for maintenance, growth and production (muscle deposition in beef cattle)^55^. Furthermore, glucose is the main source of metabolic energy in the body, however, in ruminants most of the carbohydrates (cellulose and starch) are fermented by rumen microbes into volatile fatty acids (VFAs) which are absorbed into the blood stream and transported to the liver^55^, where VFAs are utilized for biosynthesis of several organic molecules including carbohydrates. Therefore, differential expression of genes involved in carbohydrate metabolism between inefficient and efficient animals may reflect the difference in catabolic or anabolic efficiency difference in carbohydrate synthesis and utilization by these animals.

## Conclusions

We investigated differential gene expression through RNA-seq analyses in the liver tissues of steers with divergent feed efficiency phenotypes from two beef pure breeds and a composite breed population that were born, raised and managed under the same environments, and with a similar age. We identified a total of 253 unique genes associated with RFI in the three Canadian beef cattle breeds, of which five DE genes were shared across all three breeds. The study showed a great similarity in the biological functions associated with RFI across the three breeds, with lipid metabolism, amino acid metabolism, carbohydrate metabolism, molecular transport, energy production, small molecule biochemistry, cell death and survival, and cellular development being the major functions we identified. Our results further suggest reduced hepatic lipid synthesis and fat accumulation in more feed efficient beef cattle across all the studied breeds, which may be an indication of energy prioritization away from lipid deposition and towards lean growth or maintaining better health or function of liver tissue. However, most of DE genes identified in this study were breed specific, which indicates that most causative genetic mutations contributing to RFI variation are likely not the same across beef breeds or expressed differently in different breeds. Further studies including blood tissue whole metabolome profiling, liver lipid biosynthesis and accumulation evaluation, and transcriptome analyses from multiple tissues at various developmental stages would help generate a better understanding of the genetic influence and would contribute to identification of causative mutations for RFI in beef cattle, especially when different beef breeds are examined.

## Materials and Methods

### Animal populations and management

All animals used in this study were managed according to the guidelines established by the Canadian Council of Animal Care^56^ and the experiment procedures were approved by the University of Alberta Livestock Animal Care and Use Committee (AUP00000777). Beef steers from three beef cattle herds including purebred Angus, purebred Charolais, and Kinsella Composite (KC) were used in this study. The three beef cattle herds were located and managed alike at the Roy Berg Kinsella Ranch, University of Alberta, Canada. These cattle herd populations were described previously^12,19^. Briefly, the purebred Angus and Charolais cows were bred by artificial insemination (AI) and natural service bulls with their pedigree information maintained by the Canadian Angus or Charolais Associations, respectively. The KC herd was produced from crosses between Angus, Charolais, or Alberta Hybrid bulls and the University of Alberta’s hybrid dam line that was generated by crossing composite cattle lines of multiple beef breeds as described by Goonewardene *et al*.^57^. The animals used in this study were born between April to May of 2014 and were weaned at approximately six months of age. They were then fed a background diet composed of 80% barley silage, 17% barley grain, and 3% rumensin pellet supplement, and then a transition diet with gradually decreasing barley silage and increasing barley grain proportions for 3 weeks prior to the finishing diet of 75% barley grain, 20% barley silage, and 5% rumensin pellet supplement (as fed basis).

### Growsafe feedlot test and residual feed intake calculation

In 2015, 50 Angus, 48 Charolais, and 158 KC steers were measured for individual feed intake between April to August using the GrowSafe system® (GrowSafe Systems Ltd., Airdrie, Alberta, Canada), and were fed a finishing diet during the feed intake test. Details of individual animals’ daily feed intake data collection using the GrowSafe automated system was described previously by Mao *et al*.^12^. Briefly, daily dry matter intake (DMI) of each steer was calculated as the average of daily feed intakes over the test period (70 to 73 days), standardized to 12 MJ ME per kg dry matter based on the energy content of the diet. Initial body weight and average daily gain (ADG) for each animal were obtained from a linear regression of serial body weight (BW) measurements that were recorded on two consecutive days at the beginning, at approximately 14 day intervals during the feedlot test, and on two consecutive days at the end of test. Metabolic body weight (MWT) was calculated as midpoint BW^0.75^, where midpoint BW was computed as the sum of initial BW of the animal and the product of its ADG multiplied by half the number of days under the feedlot test. The expected DMI for each animal was predicted using the regression intercept and regression coefficients of ADG and MWT on actual standardized daily DMI, and RFI was computed as the difference between the actual standardized daily DMI and the expected DMI as proposed by Koch *et al*.^11^.

### Liver tissue collection

Animals were slaughtered at Agriculture and Agri-Food Canada (AAFC) Lacombe Research Centre (Lacombe, AB) between July and September of 2015. Steers were targeted for slaughter at a backfat thickness of 8–10 mm between the 12th and 13th ribs as measured by ultrasound using an Aloka 500 V diagnostic realtime ultrasound machine with a 17 cm 3.5 Mhz linear array transducer (Overseas Monitor Corporation Ltd., Richmond BC), which resulted in an average slaughter age of 494 ± 3, 518 ± 4, and 457 ± 4 days for Angus, Charolais, and KC, respectively. The liver sample of each animal was collected immediately after slaughter and the tissue was dissected from approximately the same location on the right lobe with the fibrous capsule removed. Samples were separately bagged and labelled, and were immediately flash frozen in liquid nitrogen, transported on dry ice, and stored at −80 °C until RNA extraction.

### RNA isolation and purification

From the frozen liver samples, a total of 36 samples (12 from each breed) consisting of six samples from animals with extreme high and six extreme low RFI phenotypes from each of the three breeds were selected for total RNA extraction and consequently differential gene expression analyses. The frozen liver tissue of each steer was pulverised into fine powder using liquid nitrogen with a pre-chilled mortar and pestle on dry ice. Total RNA was then extracted from 10 mg of the pulverised tissue using a Qiagen RNeasy Plus Universal Kit (Qiagen, Toronto, ON, Canada) and further purified using a Zymo RNA Clean & Concentrator (Zymo, Irvine, CA, USA). RNA was quantified using a NanoDrop 2000 Spectrophotometer (Thermo Scientific, Wilmington, DE, USA) and was deemed acceptable if its absorbance (A260/280) was between 1.8 and 2.0. RNA integrity was confirmed using a TapeStation-Agilent instrument (Agilent Technologies, Mississauga, ON, Canada), and the RNA integrity number (RIN) values for all samples were higher than 8.

### cDNA library preparation and sequencing

Preparation of cDNA library and sequencing for each of the 36 animal samples were performed at the Clinical Genomics Centre (Toronto, ON, Canada), where mRNA was purified and enriched from 1 µg of each of the total RNA samples and then fragmented. Thereafter, the first strand of the cDNA was synthesized using SuperScript II cDNA kit (Thermo Fisher Scientific, San Jose, CA, USA) and the second strand was synthesized using the Illumina TruSeq^®^ RNA Sample Prep Kit v2 (Illumina, San Diego, CA, USA). The cDNA libraries were validated using gel electrophoresis to confirm that the fragment size was 150 bp (on average) and concentration was on average 25 ng/µl per sample. Unique oligonucleotide adapters were added to the cDNA of each sample to allow for multiplexing. Of the prepared sample cDNA libraries, 27 (all Angus, all KC and 3 Charolais samples) were single end sequenced (100 bp) under the high output run mode of the Illumina Hiseq 2500 System on eight flow cell lanes, while the other 9 Charolais samples were sequenced under the rapid run mode of the same sequencing equipment. High quality single end reads of 101 bp with an average Phred score of 36 and 37 for high output run mode and rapid run mode, respectively, were obtained with an average of 31 and 46 million reads per sample for high output run mode and rapid run mode, respectively. All sequence data generated for this study has been submitted to the Gene Expression Omnibus repository under the accession number GSE107477.

### RNA-seq data analyses

Raw single-end sequence reads for each sample were assessed for sequencing quality using FastQC (Version 0.11.5) with default parameters^58^. Reads of each sample were aligned and mapped to the bovine genome UMD3.1 using the TopHat (version 2.1.1) RNA-seq mapper with default single end read alignment parameters^59^. Reads that were uniquely aligned to each gene annotated in the GTF Bovine gene annotation file (ftp://ftp.ensembl.org/pub/release-89/gtf/bos_taurus/Bos_taurus.UMD3.1.89.gtf.gz) were counted using HTSeq-count with default parameters^60^ which generated the read count tables that were used for downstream differential gene expression statistical analyses.

### Differential gene expression statistical analysis

Gene read count tables from HTSeq-count, the annotation file downloaded from Ensembl Biomart (http://www.ensembl.org/biomart/martview/9153354bb2bef3f0fe8126460f4804ae), and sample information file were used for differential gene expression statistical analyses using edgeR^61^. Genes within each breed with less than one count per million (CPM) of mapped reads in at least six samples (half of the analyzed samples) were removed from further analyses as proposed by Anders *et al*.^62^. For the retained genes, their counts were normalized using the trimmed mean M values (TMM) method to account for the variation in library sequencing depths between samples^62^. The TMM normalization method implemented in edgeR was proposed by Robinson & Oshlack^63^, and it assumes that the majority of the sequenced genes in the libraries are not differentially expressed. With one sample considered as a reference, a TMM factor was calculated for each sample as a weighted mean of log ratios of gene-wise log fold changes and absolute expression level after exclusion of genes with the highest (30%) log-fold change ratios and highest (5%) absolute expression. The TMM value for each sample was expected to be equal or close to 1, if not, correction factors were calculated and applied to the original library sizes to calculate new effective library sizes. Normalized read counts were then analyzed with a generalized linear model for each of the breed populations with an assumption of a negative binomial distribution of gene counts to identify differentially expressed genes, as implemented in egdeR. The statistical models used for analyses are as described below:

$${\rm{M}}{\rm{o}}{\rm{d}}{\rm{e}}{\rm{l}}.1:\,{\rm{l}}{\rm{o}}{\rm{g}}\,{({\rm{C}}{\rm{P}}{\rm{M}})}_{{\rm{i}}{\rm{j}}{\rm{k}}{\rm{l}}}=\mu +{{\rm{R}}{\rm{F}}{\rm{I}}}_{{\rm{i}}}+{{\rm{S}}{\rm{I}}{\rm{R}}{\rm{E}}}_{{\rm{j}}}+{{\rm{e}}}_{{\rm{i}}{\rm{j}}{\rm{k}}{\rm{l}}}$$

$${\rm{M}}{\rm{o}}{\rm{d}}{\rm{e}}{\rm{l}}.2:\,{\rm{l}}{\rm{o}}{\rm{g}}\,{({\rm{C}}{\rm{P}}{\rm{M}})}_{{\rm{i}}{\rm{j}}{\rm{m}}{\rm{k}}{\rm{l}}}=\mu +{{\rm{R}}{\rm{F}}{\rm{I}}}_{{\rm{i}}}+{{\rm{S}}{\rm{I}}{\rm{R}}{\rm{E}}}_{{\rm{j}}}+{{\rm{S}}{\rm{E}}{\rm{Q}}}_{{\rm{m}}}+{{\rm{e}}}_{{\rm{i}}{\rm{j}}{\rm{m}}{\rm{k}}{\rm{l}}}$$

Model.1 was used for Angus and KC steer gene expression analyses, where log(CPM)_ijkl_ was the log transformed read counts per million of mapped reads for the gene l in sample k from i^th^ RFI group (high or low) and j^th^ SIRE group, and e_ijkl_ as the random error term. Model.2 was used for Charolais steer gene expression analyses, where log(CPM)_ijmkl_ was the log transformed counts per million of mapped reads for gene l in sample k from the i^th^ RFI group, j^th^ SIRE group, and m^th^ SEQ (sequencing mode), and e_ijmkl_ was the random error term. The term µ was the expected (average) gene expression in the breed population and RFI, SIRE and SEQ were treated as fixed effects in the models. For each model, the RFI group consisted of 6 steers with high RFI values in the high-RFI group and 6 steers with low RFI values in the low-RFI group. The SIRE effect of Angus, Charolais, and KC steers included 6, 5, and 9 sires, respectively. For Charolais, SEQ was included as an additional fixed effect to account for differences due to the sequencing modes (i.e. high output run mode or rapid run mode) (Model.2). Differentially expressed (DE) genes were identified using a likelihood ratio test of each gene expression level between the two RFI groups with the high-RFI group (or less feed efficient group) used as the reference group. The analysis was performed for each gene, therefore, Benjamin-Hochberg method was used to control the false discovery rate (FDR) due to multiple testing^64^. A threshold FDR of 0.05 and fold change (FC) of greater than two (>2) were used as the cut off to indicate significant differential gene expression.

### Functional enrichment analysis

To understand the biological functionality of the DE genes identified, functional analyses for the DE genes within each breed were performed using Ingenuity Pathway Analysis software (IPA) (Redwood City, CA; www.qiagen.com/ingenuity). Ensembl bovine gene IDs and log_2_-fold change (logFC) of the DE genes were used as identity (ID) and expression level (Observation 1), respectively, in IPA. To increase the number of mapped genes, Ensembl IDs for the unmapped genes were extracted and replaced with their closest human orthologue gene Ensembl IDs. Thereafter a combined list of bovine Ensembl for the mapped and human ortholog Ensembl IDs for unmapped genes was used for IPA biological function analysis. Molecular and cellular functions or biological functions were considered significantly enriched if the p-value for the overlap comparison test between the input gene list and the IPA Knowledge base database for a given biological function was less than 0.05. Activation or deactivation level of a specific enriched metabolic process within a biological function was defined by the Z-score that was calculated from the expression levels of the overlapping DE genes, where a negative or a positive score indicated deactivation or activation, respectively.

## Electronic supplementary material

S1

S2

S3

S4

S5

# Supplementary material for: Transcriptome analyses reveal reduced hepatic lipid synthesis and accumulation in more feed efficient beef cattle
**Source:** Sci Rep. 2018 May 8;8:7303. doi: 10.1038/s41598-018-25605-3
**Supplement:** Supplementary file 5 — S5

**Transcriptome analyses reveal reduced hepatic lipid synthesis and accumulation in more feed efficient beef cattle**

Robert Mukiibi1, Michael Vinsky2, Kate A. Keogh3, Carolyn Fitzsimmons1,2, Paul Stothard1, Sinéad M. Waters3, & Changxi Li1,2

S5- Enriched molecular and cellular functions

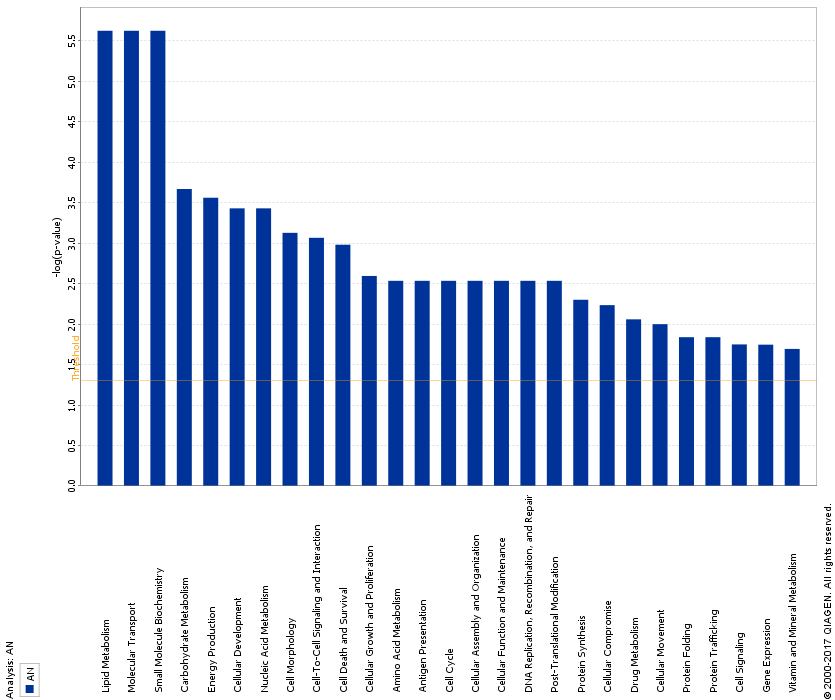

**Supplementary Figure 1. Enriched molecular and cellular functions for Angus**

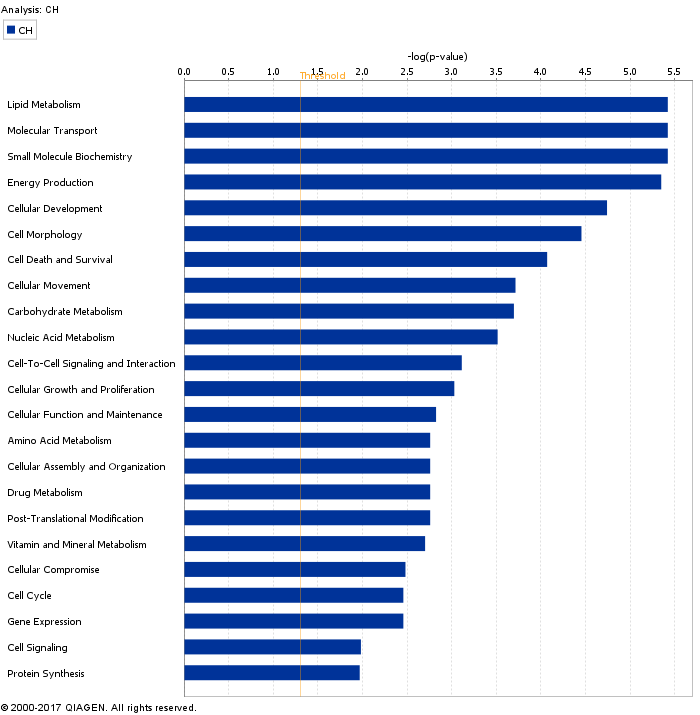

**Supplementary Figure 2. Enriched molecular and cellular functions for Charolais**

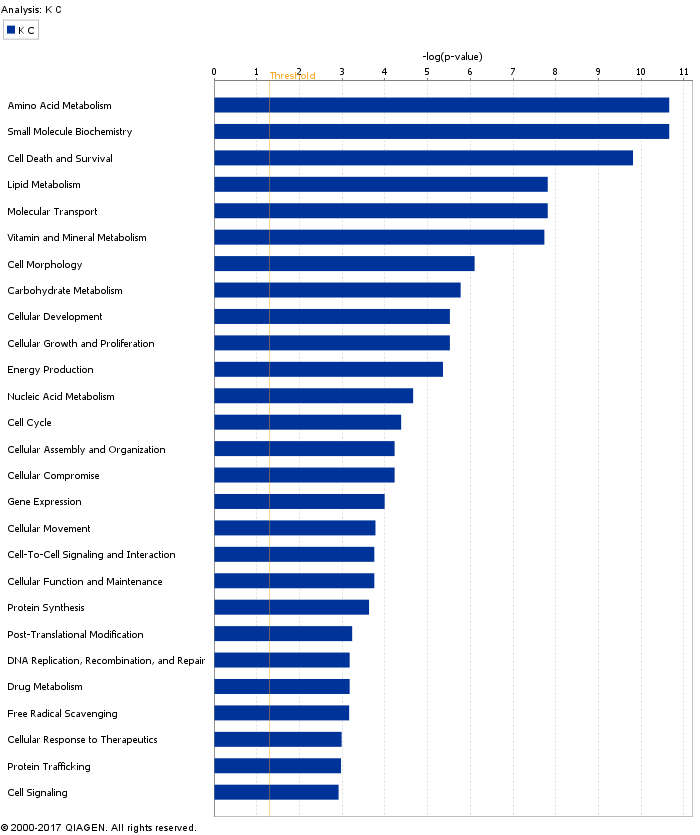

**Supplementary Figure 3. Enriched molecular and cellular functions for KC**

How the deposited data were processed for this re-analysis (not part of the article)

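Liver messenger RNA of 36 steers, 6 low-RFI and 6 high-RFI in each of Angus, Charolais and KC, was compared. The RFI group, breed, sire and sequencing mode of each steer came from the sample labels and the supplementary files of the paper. The series held 60 files, and 24 libraries whose RFI group is not given in the sources used here entered no comparison of RFI groups. They are part of the comparison of library pairs, of the ranges given for them, and of the 2 levels of ENSBTAG00000047029.

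The authors made the deposited counts from single-end reads of 101 bp. The submitters' processing notes name bcl2fastq 1.8.3, FastQC 0.11.5, TopHat2, HTSeq 0.6.1 and the genome UMD3.1. The counts are whole numbers of uniquely aligned reads for 24616 gene identifiers in each file, not normalized. The 5 tallies that HTSeq writes for reads given to no gene were left out of library sizes and tests. Of the uniquely aligned reads, 84.7% ± 1.20 (SD, n = 36) were given to a gene. Counts to genes ranged from 14694022 to 40143398 per library with a median of 24736970. In 35 of the 36 libraries the counts to genes, together with the tallies of reads in no gene and in more than 1 gene, sum to the uniquely aligned reads of the paper's read table. Library A785B is the exception, whose number in that table is the same as that of A781B.

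From these counts, genes above 1 CPM in at least 6 of the 12 libraries of a breed were kept, as in the paper, and scaled by TMM. RFI effects were tested in each breed with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with RFI and sire as fixed effects, and sequencing mode in Charolais. P-values were adjusted by Benjamini-Hochberg over the genes kept, and genes were called at an adjusted p under 0.05 with a fold change above 2. Standard errors are the log2 fold change divided by the square root of the F statistic. Values per steer are CPM on TMM-scaled library sizes, with the SD over 6 steers, and two-sided exact permutation tests of log2 CPM (prior count 2) over all 924 arrangements. The difference of the RFI effect between breeds, and 1 effect common to them, were tested in one model of the 36 libraries with sire and sequencing mode.

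Only sires with sons in both RFI groups inform the effect when sire is in the model, which leaves 5 residual degrees of freedom in Angus and Charolais and 2 in KC. On simulated counts, 100 genes were changed by each fold size. The quasi-likelihood test with the sire term recovered 80%, 86% and 55% of genes changed by 1.5 on the log2 scale in Angus, Charolais and KC. It recovered 100%, 96% and 99% of those changed by 3, with 14, 5 and 11 false calls. The simulated counts had no differences between sires, and each gene had the dispersion that edgeR had drawn towards the trend. Genes that vary more in the real libraries could be recovered less often.

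The genes named in the text are those the paper names in its text, Table 2 or figures, the 10 genes with the smallest p among those called with and without the sire term, members of the gene lists called in some fit, and the 10 with the smallest p for the effects over breeds. The rule was fixed before the counts were examined but after the paper's tables were read. Gene symbols come from the paper's tables, which name 245 identifiers, many after a human or rodent match. None of the identifiers could be matched to the 37063 genes of the reference table for the assembly ARS-UCD2.0, so 73 of 450 members of the 20 gene lists had an identifier. The set test planned for those lists was therefore void and was not run, and members are counted instead. Ingenuity Pathway Analysis, which the paper used, was not run.

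The alternatives set before the counts were examined were the likelihood ratio test that the paper names, no sire term, sire as a random block in limma 3.58.1, DESeq2 1.42.0, other scaling, other filters, a robust fit, no limit on the fold change, one model for all libraries, the mean Phred score as a covariate, no sequencing mode term or only the 9 rapid run libraries in Charolais, and each steer left out in turn. Added after seeing the data were the likelihood ratio test on the trended dispersion, the same with mean log2 CPM above 2, and fits without libraries whose counts are nearly those of another. Each pair of the 60 libraries was compared by a chi-square test of the counts of genes with at least 50 counts.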

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

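The tests of likeness between libraries, of the gene with 2 levels, of the spread of single genes, and of other splits for the quasi-likelihood counts and the models over breeds were chosen after the result was seen, whereas the splits for the trended dispersion and the test in KC steers of other sires were set before theirs.

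In 54 groups of 6 libraries, 5 had a library far from the others, and chance gives about 1 in 20. Library C515B in low-RFI Charolais had 18550529 alignments that were not unique. The log2 CPM of ENSBTAG00000047029 was -0.34 in A825B against 2.81 to 4.27 in the other low-RFI Angus steers. It was -0.23 in C611B against 3.04 to 4.97 in the other high-RFI Charolais steers. LURAP1L was at a log2 CPM of 2.42 in C541B against 3.21 to 3.64 in the other high-RFI Charolais steers. SCD (ENSBTAG00000047957) was at 3.89 in C585B against 0.713 to 1.87 in the same group. The fitted RFI effects on ENSBTAG00000047029 in Angus and KC lay 6.66 apart on the log2 scale (SE 1.67, adjusted p = 0.793 over all genes, edgeR), and 1.97 apart without the sire term. Over 39 tests the adjusted p from edgeR was 0.0425. The genes of those tests were picked from the paper's tables for these steers, so that value is not independent evidence.

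Libraries A773B, without an RFI group, and A821B, high-RFI Angus, differed by a median chi-square per gene of 0.470 and correlated at r = 0.997 across genes, and A843B, low-RFI Angus, and K059B, high-RFI KC, by 0.996 and r = 0.995, with 0 genes on in one library and off in the other in both pairs. Likeness of related steers is argued against by the lowest value over the 102 pairs of steers of the same sire, 2.16, since neither pair shares a sire in the labels and both lie lower. RNA of 1 steer under 2 names stays open, as the pairs were picked for their values, of which 0.996 is the higher and 1.75 that of the next of 1768 pairs. Identical twins were not tested, and no biological explanation from the design was tested. Without K059B the likelihood ratio test called 317 genes in KC in place of 82, without A843B it called 14 in Angus in place of 16, and without A821B it called 12 and the quasi-likelihood test 0 in place of 1.

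In the quasi-likelihood test, 13 of 100 drawn splits of the Angus steers called as many genes as the real 1 (highest other 21), so chance cannot be excluded there, whereas at a real count of 0 every split calls as many, so 100 of 100 in Charolais and in KC (highest others 210 and 6) and 30 of 30 for the difference between breeds and for the common effect (highest others 15 and 0) decide nothing. On the trended dispersion, the real splits called 87 genes in Angus, 48 in Charolais and 217 in KC. As many were called by 33, 57 and 43 of 100 splits, so chance cannot be excluded. In KC only the labels of the 1 low-RFI and 3 high-RFI sons of 1 sire change that fit. Many of its splits therefore repeat the same fit and are not separate draws. The highest counts in other splits were 282, 480 and 340, and whether a structure of the samples gave them was not tested. A candidate explanation is that the trended dispersion understates the spread of the genes called, whose own dispersion was a median of 6.41, 6.82 and 3.81 times the trended one, against 0.502, 0.467 and 0.366 in random lists of like expression. An RFI effect shared by KC steers of other sires stays open, as 61.8% of the 217 genes had the called direction in the 5 low-RFI and 3 high-RFI steers that do not inform the effect (exact one-sided p = 0.321 over 56 arrangements), while the same share was 46.0% of the 87 genes in Angus (exact p = 0.6 over 15 arrangements) and 70.8% of the 48 in Charolais, where 4 arrangements are too few. The arrangements among sons of the same sires were too few for a share under 0.05, at 9, 15 and 4, with real counts of 87, 48 and 217 and highest others of 173, 225 and 330.

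ENSBTAG00000047029 lay at 1.02 CPM or below in 20 libraries and at 6.31 CPM or above in 40, in every breed and in both groups apart from high-RFI KC, where 0 of 6 were at the lower level. The gap between the levels, 2.54 on the log2 scale, was wider than in 100% of the 500 genes nearest in mean expression, but the gene was picked for this gap, so the comparison decides nothing. A variant of the gene or of its copy number, reads shared with RPS23 or another near-identical copy, and an effect of RFI or sire all stay open.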

How the results depend on the processing

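The likelihood ratio tests on the trended dispersion, and the fits without alike libraries, were chosen after the results were seen. The 1 gene called in Angus stayed 1 under no sire term, voom, other scaling, the edgeR filter, the robust fit and no fold change limit, and Charolais and KC stayed at 0 there. Counts moved otherwise, and the cause was not tested. In Angus they were 16 by the likelihood ratio test, 10 by it without sire, 16 by DESeq2, 2 with no low-count filter, 0 in one model of 36 libraries, 87 on the trended dispersion and 72 with mean log2 CPM above 2. In Charolais they were 4, 2, 4, 70 with the Phred covariate and no sire term, 48 and 41, and in KC 82, 2, 53, 217 and 175. Genes shared by the breeds were 0 except 5 under both trended settings, and the difference between breeds called 1 gene by the likelihood ratio test. Members of the gene lists called in Angus were 2 by the likelihood ratio test, 2 by DESeq2 and 20 on the trended dispersion, in Charolais 1, 1 and 9, and in KC 18, 19 and 58, against 0 by the quasi-likelihood test.

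Leaving out each steer gave 0 to 2 genes in Angus (0 without A821B, A825B, A891B or A899B, 2 without A781B or A809B, and 1 other gene without A789B), 7 to 150 by the likelihood ratio test (7 without A825B, 60 without A863B, 150 without A899B), 1 to 4 without sire, and 64 to 173 on the trended dispersion (173 without A863B, 145 without A899B). In Charolais it gave 2 to 10 by the likelihood ratio test (2 without C617B, 10 without C611B), 0 to 1 without sire, and 18 (without C515B) to 69 on the trended dispersion. In KC it gave 0 to 1 (1 without K059B or K165B), 55 to 317 (317 without K059B) and 102 (without K165B) to 473 (without K059B). The RFI effect could not be estimated with sire without K103B in KC.

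Directions turned for LURAP1L in Angus without sire (0.14, and 0.15 by the likelihood ratio test), LPIN1 in Angus (0.43 and 0.42), ENSBTAG00000047029 in Charolais (-1.38, -1.48, and -1.71 with sire as a random block) and SCD in KC with sire as a random block (0.18 and 0.16 for the 2 identifiers). Without sire and with each steer left out, TP53INP1 in Angus ran from -0.80 to 0.10, LURAP1L from -0.47 to 0.37 and LPIN1 from -0.23 to 0.73, SCD in Charolais from -1.20 to 0.37 and -1.30 to 0.22 (higher without C585B), and SCD in KC from -0.38 to 0.40 and -0.41 to 0.32 (higher without K165B). The set test of the gene lists was not run, since under 80% of members had an identifier. With 2 residual degrees of freedom in KC, the simulated test recovered 55% of genes changed by 1.5 on the log2 scale. Those counts were simulated without differences between sires, so the share in the real libraries could be lower.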

Differences from the paper's values

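The 2 settings on the trended dispersion were chosen after the values were seen. The paper reports 72 DE genes in Angus (46 lower and 26 higher in low-RFI steers), and the quasi-likelihood test called 1 (0 and 1). The paper reports 41 in Charolais (19 and 22), and the test called 0 (0 and 0). The paper reports 175 in KC (108 and 67), and the test called 0 (0 and 0). The paper's count of genes shared by the 3 breeds is 5, and here it is 0. All values are at the paper's stated limits of an adjusted p under 0.05 and a fold change above 2.

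Among the alternatives set before the data were examined that keep every steer, no count came within 1.5 times of the paper's, except the number of lower genes in Charolais with the mean Phred score and no sire term, 16 against the paper's 19. With 1 steer left out, the likelihood ratio test called 60 genes in Angus without A863B and 122 in KC without K091B, both within 1.5 times. The likelihood ratio test that the paper names, with the same terms, called 16, 4 and 82 genes, of which 11, 3 and 64 are in the paper's tables. The same test on the trended dispersion with mean log2 CPM above 2, chosen after seeing the values, called 72, 41 and 175 genes with 5 shared, and drops 0 of the paper's called genes. Without that limit it called 87, 48 and 217. The paper's text does not name the dispersion, but the values of its genes were nearly the same on the trended dispersion. Likelihood ratio statistics of these genes differed from the paper's by at most 0.000491 in Angus, 0.00557 in Charolais and 0.000525 in KC. Their adjusted p-values from that test were between 0.996 and 1.004 times the paper's. The paper's lists are thus recovered under this setting, whereas the default dispersion gave shorter lists.

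The log2 fold changes of the paper's genes had the same direction here in all of the 72, 41 and 175 cases. The paper's text ties its share of uniquely aligned reads to annotated genes as well, while here 74.0% of the raw reads were counted to genes.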

Other observations

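The gene lists and the tallies over them were set before the read counts were examined, but after the paper's tables for these steers were read. The correlations, the comparison of K103B with its paternal siblings and the 2 levels of ENSBTAG00000047029 were chosen after the results here were seen. In KC, all 10 named members of 20 listed glucocorticoid-responsive genes had lower fitted values in low-RFI steers. They include FKBP5, a chaperone of the glucocorticoid receptor, at a log2 fold change of -4.66 (SE 1.16, adjusted p = 0.728), and ZBTB16, a transcription factor, at -1.73 (SE 0.31, adjusted p = 0.517). Over all genes 0 were called by edgeR's quasi-likelihood test and 4 by its likelihood ratio test, with 6 at an unadjusted p under 0.05 and 5 called when adjusted over the list alone, or 8 without K059B. All 10 are in the paper's KC table, so this is not independent evidence. With the sire term 9 of the 10 were lower in Angus and 9 in Charolais as well, and without it FKBP5 and ZBTB16 were -1.19 and -0.53 in KC. In the latter fit all 10 were lower in KC and in Charolais, with 0 and 2 at an unadjusted p under 0.05, and all 10 were higher in Angus (9 without A843B). In K103B, FKBP5 was at 8.47 CPM against 95.8 to 429 CPM in the 3 high-RFI sons of its sire, or 120 CPM or more without K059B.

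Of 34 listed genes of the interferon response 6 could be named, 2 of them in the paper's KC table, and 5 of the 6 had higher fitted values in KC. CXCL10, a chemokine, had 1.79 (SE 0.40, adjusted p = 0.683 from the quasi-likelihood test). That test called 0 over all genes, with 3 at an unadjusted p under 0.05 and 1 called when adjusted over the list alone (2 without K059B). Without the sire term 6 of 6 were higher, with 3 called over the list alone (1 without K059B). In the same breed, lower values were fitted for the 4 named of 25 listed genes of ribosome biogenesis, 2 of 22 of the unfolded protein response and 2 of 17 of heat shock. The 2 named of 19 circadian clock genes and the 5 of 35 of drug and steroid metabolism were lower too. Of 4 named among 16 genes of the growth hormone axis, 3 were higher. In these 6 lists 4, 2, 2, 2, 4 and 3 named genes are in the paper's KC table, so the counts are not independent evidence. The quasi-likelihood test called 0 of them over all genes, and 0, 2, 1, 2, 2 and 1 when adjusted over each list alone, of which heat shock had 2 and the growth hormone axis 3 without K059B. In that fit 4 of the 5 genes of drug and steroid metabolism were lower. Without the sire term 0 of these 6 lists had a call over the list alone, and the growth hormone axis had 2 lower and 2 higher, with a median log2 fold change of -0.03 in place of 0.93. In Angus 5 of 6 interferon genes were lower, and all 3 acute phase identifiers were lower with the sire term and higher without it. The one named gene of the major histocompatibility complex list was not called by the quasi-likelihood or the likelihood ratio test in any breed. It was called higher in Charolais on the trended dispersion. Genes that the paper names HLA were not on that list, among them ENSBTAG00000022590, which was called in Angus. No gene of the glycolysis list could be named.

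After the mean of each RFI group was taken off, LPIN1 went with FKBP5 across the 12 Angus steers at r = 0.812 (permutation p = 0.00215, adjusted p = 0.00387 over 9 relations). The relation had rho = 0.825 (permutation p = 0.00160), and r = 0.883 without the 2 steers farthest from the median. In the 12 KC steers this was r = 0.810 (permutation p = 0.00134, adjusted p = 0.00301), rho = 0.776 (permutation p = 0.00408) and r = 0.709 without 2 steers. The relation was not particular to FKBP5, as LPIN1 went with LURAP1L and TP53INP1 at r = 0.907 and 0.764 in Angus and 0.707 and 0.815 in KC. The permutations shuffled steers freely, although some share a sire. Charolais steers, sequenced in 2 modes, are left out here, but their relations count among the 9.

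In the 24 libraries without an RFI group, LPIN1 ranged from 6.19 to 622 CPM (median 54.8), SCD (ENSBTAG00000045728) from 2.75 to 105 CPM (median 10.7), and LURAP1L from 2.80 to 29.9 CPM (median 11.8). ENSBTAG00000047029 was at the lower of its 2 levels in 8 of the 24.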
